# A single‐cell RNA labeling strategy for measuring stress response upon tissue dissociation

**DOI:** 10.15252/msb.202211147

**Published:** 2022-12-27

**Authors:** Anika Neuschulz, Olga Bakina, Victor Badillo‐Lisakowski, Pedro Olivares‐Chauvet, Thomas Conrad, Michael Gotthardt, Helmut Kettenmann, Jan Philipp Junker

**Keywords:** cellular stress response, RNA labeling, single‐cell transcriptomics, SLAM‐seq, tissue dissociation, Chromatin, Transcription & Genomics, Methods & Resources

## Abstract

Tissue dissociation, a crucial step in single‐cell sample preparation, can alter the transcriptional state of a sample through the intrinsic cellular stress response. Here we demonstrate a general approach for measuring transcriptional response during sample preparation. In our method, transcripts made during dissociation are labeled for later identification upon sequencing. We found general as well as cell‐type‐specific dissociation response programs in zebrafish larvae, and we observed sample‐to‐sample variation in the dissociation response of mouse cardiomyocytes despite well‐controlled experimental conditions. Finally, we showed that dissociation of the mouse hippocampus can lead to the artificial activation of microglia. In summary, our approach facilitates experimental optimization of dissociation procedures as well as computational removal of transcriptional perturbation response.

## Introduction

Single‐cell transcriptomics has emerged as the method of choice for systematic identification of cell types or states in complex tissues. However, tissues typically need to be dissociated into a single‐cell suspension for analysis, which triggers a transcriptional response that can confound the downstream analysis (Denisenko *et al*, 2020; Mattei *et al*, 2020). This is particularly problematic when investigating biological perturbations that may resemble dissociation response (e.g. reaction to tissue injury), when comparing conditions that may be affected differentially by dissociation (e.g. embryonic versus adult tissue), or when analyzing tissues that require harsh dissociation conditions. Dissociation response may lead to batch differences and can also produce artificial transcriptional diversity within a cell type, as was shown for a stress‐induced sub‐population of stem cells (van den Brink *et al*, 2017). Dissociation protocols, therefore, need to be carefully optimized when performing high‐resolution analysis of cellular activation states (Hrvatin *et al*, 2018). General transcription inhibitors have been used for minimizing the influence of tissue dissociation on gene expression measurements (Wu *et al*, 2017), but such treatments can lead to cell death (Bensaude, 2011) and may create biases in the detected gene expression (Cassé *et al*, 1999). Analysis of single nuclei instead of single cells allows for faster sample preparation and can minimize transcriptional stress response as well as other biases (Lacar *et al*, 2016) at the expense of reduced data quality with respect to the number of transcripts and genes detected per cell. It, therefore, remains an important open challenge to directly measure transcriptional response to dissociation. Such an approach could enable systematic experimental optimization of dissociation conditions and allow computational removal of transcriptional dissociation response.

## Results

We reasoned that the scSLAM‐seq method for RNA labeling (Erhard *et al*, 2019; Cao *et al*, 2020; Holler *et al*, 2021), which is based on the incorporation of ribonucleotide analogs into newly transcribed RNA, can be repurposed for measuring dissociation response. Adding the uridine analog 4‐thiouridine (4sU) to the dissociation reaction should label the transcripts that are synthesized during the dissociation procedure (Fig 1A). After a thiol modification step using iodoacetamide, labeled transcripts can be identified in the sequenced data by characteristic T‐to‐C substitutions (see “Step by Step protocol”, in the Materials and Methods). 

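Mouse embryonic stem cells were cultured with 4sU at 100 µM, 1 mM or 10 mM for 2, 6 or 24 h, and 1 culture without 4sU was collected at 24 h. These times are given by the methods and the sample labels, and Fig 1B lists the cultures at 3, 7 and 25 h. RNA was treated with iodoacetamide, which modifies the incorporated 4sU so that it is read as C in the sequencing data. Each of the 10 conditions had 1 library. For each library the authors deposited the number of sequenced bases of each kind and the number of each of the 12 substitution types relative to the mouse reference genome. The libraries held between 14878137 and 750359386 sequenced bases, with a median of 32048513, and the library without 4sU was the largest. The T-to-C rate was computed as the number of T-to-C substitutions divided by the number of sequenced T bases. Its 95% Wilson interval covers counting error only, since the reads are not independent molecules, and the spread between cultures is not known.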

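In mESC without 4sU, 0.241% of 202780033 T bases were read as C. After 2 h in 100 µM 4sU, the T-to-C rate was 3.45% (95% Wilson interval 3.44 to 3.46%), which is 14.3-fold higher. The rate was 3.73% (3.71 to 3.75%) after 6 h and 3.65% (3.63 to 3.67%) after 24 h, 15.5-fold and 15.2-fold the rate without 4sU. These rates with 4sU are higher than those read by eye from Fig 1B, and the cause was not found. Across the 9 cultures with 4sU, the rates of the other 11 substitution types were between 0.810-fold and 2.61-fold those without 4sU. The highest of these other rates was that of G-to-A, which reached 1.51% with 4sU and was 0.769% without. Among all substitutions at T bases, the share of T-to-C was 35.5% without 4sU and 83.9% after 2 h in 100 µM, and this 2.37-fold increase was the measure that differed most from the fold of the rates.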

Using cultured mouse embryonic stem cells (mESC), we confirmed that our workflow specifically increased the rate of T‐to‐C transitions (Fig 1B). Typical 4sU concentrations are in the range of 100 μM. However, in our cell culture experiments we found that concentrations of up to 10 mM were possible, even for an extended labeling period of 25 h. 

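At 1 mM, the T-to-C rate was 5.49% after 2 h, 5.40% after 6 h and 6.42% after 24 h. At 10 mM, it was 10.3% after 2 h, 9.56% (95% Wilson interval 9.53 to 9.59%) after 6 h and 10.6% after 24 h. The rates at 10 mM were 42.9-fold, 39.7-fold and 44.0-fold the rate without 4sU at these times, against 22.8-fold, 22.4-fold and 26.7-fold at 1 mM. At each time point the rate rose with the concentration by more than the width of the intervals. In Fig 1B, read by eye, the rates with 4sU are lower, and those at 10 mM lie below those at 1 mM. The cause of this difference was not found, and whether the filters on base quality and SNPs were applied to the deposited counts is not known. Cell number and survival were not analysed here. From these cultures, the paper concludes that concentrations of up to 10 mM can be used, and it chooses 10 mM to reach high labeling in the short time of a dissociation.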

In the following, we therefore used a concentration of 10 mM 4sU, in order to enable high labeling rates despite the short time window of tissue dissociation and the difficulty of reaching high intracellular 4sU concentrations in the initially multilayered tissue. However, we wish to note that we do not recommend such high concentrations for applications requiring longer labeling times. In general, we would suggest checking the effect of 4sU on transcription for any RNA labeling experiment.

**Figure 1:**
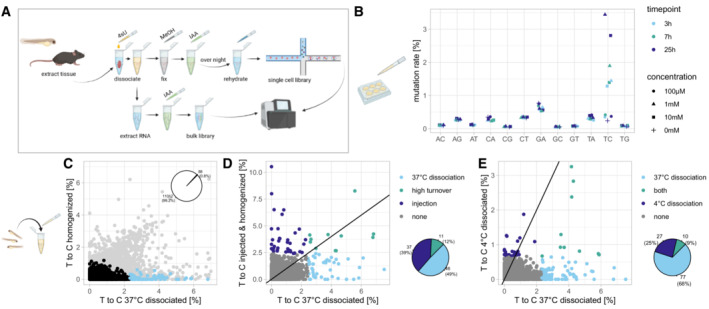
Measuring dissociation response by RNA labeling Experimental workflow for labeling transcripts during dissociation. 4sU is added to the dissociation buffer. For single‐cell sequencing, cells are fixed in methanol and a iodoacetamide (IAA) treatment is carried out over night before rehydrating the cells and passing them into the 10× chromium workflow. For bulk sequencing, the IAA treatment is carried out on extracted RNA, followed by library preparation. See Materials and Methods for detailed protocol.Bulk mutation rates in cultured mouse embryonic stem cells after 4sU exposure.T‐to‐C rates per gene in unlabeled and homogenized vs. labeled and dissociated (30 min, 37°C) 48 hpf zebrafish larvae. Genes with a T‐to‐C rate ≥ 5 standard deviations (SD) are highlighted in blue (~ 1% of genes). For comparison, light gray data points show T‐to‐C rates without SNP removal, which include many false positives in the unlabeled dataset.T‐to‐C rates per gene in 4sU injected (30 min incubation) and homogenized 48 hpf zebrafish larvae vs labeled and dissociated (30 min, 37°C) larvae. Genes with T‐to‐C rate ≥ 5 SD in one or both samples are highlighted.T‐to‐C rates per gene in cold dissociated (30 min, 4°C) 48 hpf zebrafish larvae vs warm dissociated (30 min, 37°C) larvae. Genes with T‐to‐C rate ≥ 5 SD in one or both samples are highlighted.

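Each sample of zebrafish larvae was a pool of 10 larvae at 48 hpf. In 1 sample the larvae were dissociated at 37°C for 30 min in an enzyme mix with 10 mM 4sU. In 3 samples they were dissociated on ice for 30 min in a cold-active protease with 10 mM 4sU, which the text and Fig 1E give as 4°C. In 1 sample the larvae were injected with 4sU, kept at 28°C for 30 min and homogenized, and in 1 sample untreated larvae were homogenized. RNA was treated with iodoacetamide and made into bulk libraries. The authors mapped the reads with STAR, assigned them to genes with Rsubread, and deposited for each gene the number of reads and the fraction of sequenced bases with each substitution type, after filters on base quality and SNPs. Reads assigned to genes amounted to 10601905 at 37°C, 2377093 in the injected larvae, 5266990 in the homogenized larvae, and between 4508364 and 5114600 (median 4687865) in the samples at 4°C. The number of T bases sequenced per gene is not given in these tables, so no interval is given for the rate of a gene. A gene was counted as labeled when its T-to-C rate was at least 5 SD above the mean of all genes in the table of its own sample. Samples were compared over the genes found in each of their tables. Of the samples at 4°C, replicate 2 holds the rates of Dataset EV1, since 1978 of 1978 genes shared with the copy of that table had equal values, and it was the replicate compared with 37°C. That copy holds 1999 genes, and 9525 further genes of it were not used here.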

As a first experiment to measure dissociation response in bulk, we compared zebrafish larvae (48 h post fertilization, hpf) treated with 4sU during dissociation to untreated larvae that were homogenized for analysis (Fig 1C). 

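Rates without the filters on base quality and SNPs were used for the larvae dissociated at 37°C only. In that table, the threshold of 5 SD above the mean was a T-to-C rate of 7.95%, and 80 of the 19980 genes also found in untreated homogenized larvae reached it.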

To minimize false positive labeling events (i.e., “labeled” genes in the untreated sample), we required a minimum sequencing quality of Q20 (base call accuracy of 99%) to call a T‐to‐C substitution, and we filtered against SNPs (single nucleotide polymorphisms) by removing all T‐to‐C transitions that occurred at a frequency > 25% (Fig EV1). This approach effectively removed false positives and allowed identification of genes that are transcribed during the dissociation procedure based on their high T‐to‐C transition rate (Fig 1C).

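With the filters, the threshold at 37°C was a T-to-C rate of 1.85%, and 164 of the 19857 genes found in both samples were labeled (0.826%). None of these genes reached that threshold in the untreated homogenized larvae (0 of 19857), where the highest rate of any gene was 1.17%. In the untreated larvae, 0 of 9826 genes with under 10 reads had a rate above 0, and of the 11100 genes with more than 10 reads in both samples 0 reached the threshold as well. By the threshold of its own table, 0.447%, the untreated sample had 150 genes above it, against 169 at 37°C. Each condition had 1 library, so the spread between samples is not known. Counting only genes with at least 50 reads in both samples, chosen as a setting after the data were seen, moved the number of labeled genes most, to 77 of 6050. From the lack of genes above the threshold in the untreated larvae, the paper concludes that genes transcribed during the dissociation can be identified by their T-to-C rate.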

**Figure EV1:**
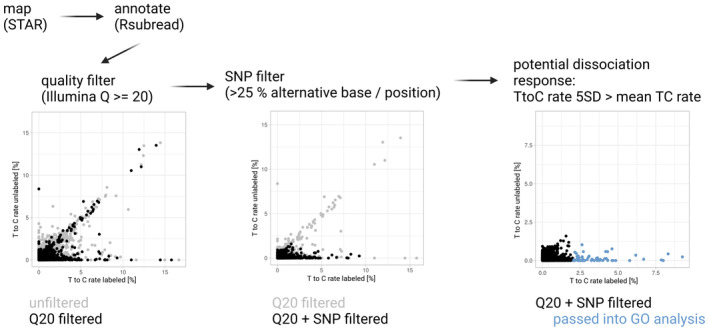
Computational workflow for bulk data Reads are mapped using STAR, annotated using Rsubread and passed through quality and SNP filtering steps before selecting genes for GO analysis based on a T‐to‐C conversion rate at least 5 standard deviations larger than the mean.

We considered that genes might be detected as highly labeled due to two different reasons: Either these genes are strongly upregulated upon dissociation and constitute a *bona fide* stress response; or, alternatively, the detected genes are expressed constitutively and are not related to stress response, but are merely characterized by a particularly high turnover rate. To distinguish between these two scenarios, we compared zebrafish larvae that were labeled during dissociation to larvae that were labeled *in vivo* via microinjection of 4sU for the same amount of time (30 min) and homogenized for analysis (Fig 1D, Dataset EV1). We found that only 12% of genes (or 11 out of the 95 highly labeled genes) showed high labeling in both conditions, suggesting that genes with high turnover rates are typically not constitutively expressed. 

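Of 16903 genes found in both samples, 163 were labeled in the larvae dissociated at 37°C and 102 in the injected larvae, where the threshold was 1.73%. Labeling in both conditions was found for 30 genes, which is 12.8% of the 235 genes labeled in either. If labeling in the 2 samples were independent, 0.984 genes would be labeled in both. A further 133 genes reached the threshold only after dissociation and 72 only after injection. In the injected larvae, 0 of 9302 genes with under 10 reads had a rate above 0, so that such genes could not be labeled there. Over genes with more than 10 reads in both samples, chosen as a setting after the data were seen, 79 genes were labeled only after dissociation, 70 only after injection and 30 in both (16.8% of 179). From the small share of genes with high labeling in both conditions, the paper proposes that genes with a high turnover rate are typically not expressed constitutively.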

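Gene symbols were taken from the copy of Dataset EV1, which names 4 genes of the her family, her6, her4.4, her13 and her8a. After dissociation at 37°C the T-to-C rate of her6 (ENSDARG00000006514) was 4.06% from 1198 reads and that of her4.4 (ENSDARG00000009822) was 4.41% from 241 reads, both above the threshold. In the injected larvae her6 had a rate of 0.248% from 19 reads. There, her4.4, her13 and her8a had 4, 9 and 3 reads, so that their labeling after injection was not detectable at this depth. At 37°C the rate of her13 was 0.0330%, and her8a was listed at 0 from 68 reads. Of the genes labeled in both conditions, mcl1a (ENSDARG00000009779) had 2.97% after dissociation and 2.89% after injection. The gene ENSDARG00000056732 had 3.78% after dissociation and 4.18% after injection, from 1562 and 54 reads.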

The category of high turnover genes mainly consisted of developmental regulators including members of the *her* family and other transcriptional regulators. By contrast, we found a larger set of genes that were labeled more highly in the dissociated compared to the injected and homogenized larvae, and which contained typical stress response genes like *fos/jun* and heat shock genes. 

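Of the fos/jun family the copy of Dataset EV1 names fosl1a (ENSDARG00000015355), whose T-to-C rate was 6.78% at 37°C from 170 reads and 3.92% in the injected larvae from 43 reads. It was labeled in both samples. The heat shock gene hspa4a (ENSDARG00000004754) was labeled after dissociation at 37°C only, with a rate of 2.10% from 1505 reads at 37°C and 0.321% from 158 reads in the injected larvae. Labeled at 37°C was also hspb11 (ENSDARG00000002204), with 1.86% from 48 reads, but its 7 reads in the injected larvae are too few for a rate. Below the threshold at 37°C were hspa9 with 1.73%, hsp90aa1.1 with 1.03% and hsp90b1 with 0.834%, and the injected larvae had 0.159%, 0.241% and 0.156% for these genes. Thus each of the named heat shock genes other than hspb11, which could not be compared, had a higher rate after dissociation. Among the genes labeled after dissociation only, mknk2b (ENSDARG00000015164) had 4.18% against 1.57% after injection, and ENSDARG00000019949 had 5.88% against 1.10%.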

Interestingly, we also found a different set of genes that were labeled more highly in the injected larvae. 

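Among the 72 genes labeled after injection only, ENSDARG00000104361 had a T-to-C rate of 3.46% in the injected larvae, from 79 reads, and 1.06% after dissociation at 37°C, from 117 reads. The gene ENSDARG00000054530 had 2.87% after injection, from 112 reads, and 0.139% after dissociation, from 82 reads. The injected sample had the smallest number of reads of the larval samples. With a threshold of 2% in both samples, 56 genes were above it after injection only, 116 after dissociation only and 20 in both.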

We speculate that such genes might be related to stress response due to injection or might reflect minor differences in staging. 

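Over the 15803 genes found in the 37°C sample and in all 3 samples at 4°C, the mean T-to-C rate of a gene was 0.185% at 37°C and 0.0587% ± 0.00242 (SD, n = 3) at 4°C. The mean rate at 37°C was 3.15-fold that at 4°C and lay above each of the 3 values at 4°C, by more than their spread (exact permutation test, two-sided, p = 0.25, the smallest p that 1 sample against 3 allows). Over those of these genes that each further sample also held, the mean rate was 0.0512% in the untreated homogenized larvae and 0.142% in the injected larvae. These means include genes with under 10 reads, nearly all of which are listed at 0. Over genes with more than 10 reads in the sample's own table, the mean rate was 0.249% in the injected larvae and 0.209% at 37°C. The order of the injected sample and that at 37°C thus depends on the genes used. After the rate in the untreated larvae was subtracted gene by gene, the mean at 37°C was 15.4-fold that at 4°C, which was the alternative that moved this ratio most. With minimums of more than 10 and at least 50 reads, chosen after the data were seen, the ratio was 2.88 and 2.57. The tables at 4°C were written in a later format than the other larval tables. Over genes with more than 10 reads, the mean rate of the other 11 substitution types was 0.307% at 37°C and 0.318%, 0.296% and 0.309% at 4°C, so it did not differ with the format. A technical difference between these samples that acts on T-to-C alone is not separated from temperature by the design. The enzyme also differed between the protocols and is not separated from temperature either.

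**Figure D1:**
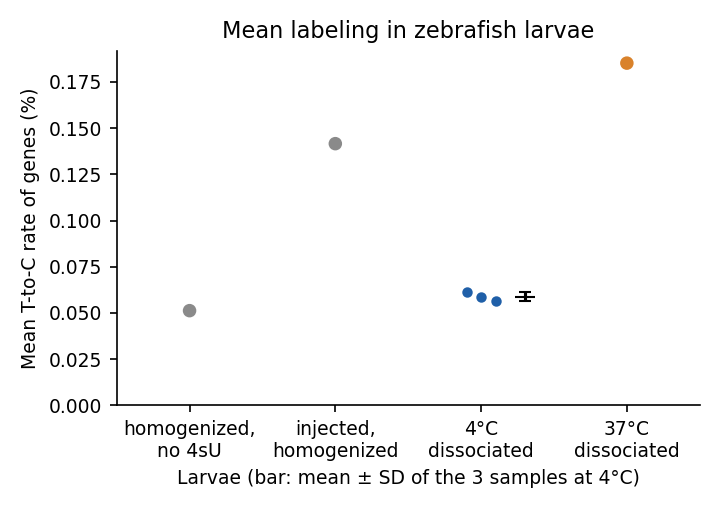
Mean T-to-C rate of genes (%) in zebrafish larvae that were homogenized without 4sU, injected and homogenized, dissociated at 4°C or dissociated at 37°C. Each point is 1 sample, the bar gives the mean and SD of the 3 samples at 4°C, and the samples at 4°C lie between 0.0562% and 0.0611%. The means include genes with under 10 reads, nearly all of which are listed at 0.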

After the successful characterization of the approach, we decided to use our method to compare two different protocols for preparation of single‐cell suspensions: a standard dissociation at 37°C and a cold dissociation at 4°C. As expected, we found a lower degree of labeling upon cold dissociation, which might reflect more gentle dissociation conditions as well as overall reduction of gene expression activity at 4°C (Fig 1E). However, cold dissociation still led to expression of heatshock genes, and we also observed upregulation of a cold dissociation‐specific gene set (Dataset EV1).

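At 4°C, the threshold of replicate 2 was a T-to-C rate of 0.531%. Of 18950 genes found in this sample and at 37°C, 14 were labeled at both temperatures, 151 at 37°C only and 77 at 4°C only. With a threshold of 2% for both of these samples, 0 genes passed it at 4°C only and 3 at both temperatures. None of the 5 heat shock genes named in the copy of Dataset EV1 reached the threshold in any of the 3 samples at 4°C, where hspb11 had 1, 13 and 4 reads, too few for a rate in replicates 1 and 3. The highest of their rates at 4°C were those of hsp90aa1.1 (ENSDARG00000010478) in replicates 2 and 3, with 0.376% and 0.456%, against 0.184% in replicate 1 and 0.151% in the untreated larvae. Over the 15404 genes found in all of these samples and in the untreated larvae, 75 genes were labeled in replicate 2 and not at 37°C. Of these 75 genes, 5 were labeled in all 3 replicates and 55 in no other replicate. Of these 5 genes, 3 also reached the threshold of replicate 2 in the untreated larvae, and each of the 5 reached it at 37°C, with rates between 0.559% and 1.03%. The gene ENSDARG00000029688 was labeled at both temperatures, with 4.16% at 37°C and 3.05%, 3.25% and 2.21% in the replicates at 4°C, from 57 to 69 reads. The copy of Dataset EV1 leaves out 9525 genes and names none of the genes labeled in all 3 replicates. Identifiers were not looked up in another source, so heat shock genes among the genes labeled in all 3 replicates were not identified here. The paper states that heat shock genes were still expressed upon cold dissociation, and that a set of genes was specific to it.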

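Adult cardiomyocytes were isolated from hearts of 10-week-old male mice by retrograde perfusion with enzymes at 37°C, or at 42°C for adult 5. In adult 1 to 5, 10 mM 4sU was present for 30 min at room temperature, from the mincing of the ventricle to the last centrifugation. Adult 1 and adult 2 each have a sample without 4sU, which was handled in the same way. The paper's text does not name whether samples with the same number came from the same animal. Prenatal cardiomyocytes of 3 samples were obtained from E17.5 hearts by digestion with trypsin at 37°C in 10 mM 4sU and were sorted before lysis. The reads were mapped to the mouse genome, and the tables hold the same values per gene as those of the larvae. Between 7778562 and 33402200 reads (median 13247944) were assigned to genes in the adult samples with 4sU, 24230576 and 15252274 in adult 1 and adult 2 without 4sU, and between 8267730 and 20520306 (median 10133826) in the prenatal samples. The tables of adult 3, adult 4 and adult 5 were written in a later format than the others, so adult 1 and adult 2 alone were also compared with the prenatal samples. Of the genes with under 10 reads, 65 in adult 1 and 58 in adult 1 without 4sU had a T-to-C rate above 0, against at most 2 in any other table, so that the filter on low coverage was not the same in these tables. Genes were counted as labeled by the rule of 5 SD above the mean of the sample's own table.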

Next, we applied our approach to adult mouse cardiomyocytes, which require more extensive dissociation procedures involving isolation of cells after perfusion of the extracted heart (Rudolph *et al*, 2019; Materials and Methods), and might therefore be affected by stronger dissociation response. Similar to zebrafish larvae, we found that RNA labeling during dissociation led to identification of a small set of genes (~ 0.8% or 44 out of 5,244 detected genes) with high labeling rates (Figs 2A and EV2). 

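In adult 1, 72 of the 11506 genes found with and without 4sU were labeled (0.626%), at a threshold of 0.961%. Of the 72 genes, 7 had under 10 reads. In the sample without 4sU, 20 of the 11506 genes reached the same threshold, 3 of them with under 10 reads. In adult 2, 87 of 12502 genes were labeled (0.696%), at a threshold of 1.66%, which no gene reached without 4sU. With 4 SD in place of 5, 103 genes were labeled in adult 1 and 119 in adult 2. A minimum of 50 reads in both samples, chosen after the data were seen, left 48 labeled genes of 5360 in adult 1 and 37 of 3454 in adult 2. Among genes with at least 50 reads, the highest rate in adult 1 was that of Gadd45g (ENSMUSG00000021453), with 5.23% from 102 reads and 0.0823% without 4sU. It was followed by Rasl11b with 3.61%, Cyr61 with 3.39%, Btg2 with 3.38% and Gm43359 with 3.00%. In adult 2 the highest rates were those of Hes1 with 9.26%, Gadd45g with 8.32%, Pim1 with 7.87% and Myh6 with 6.70%.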

Importantly, addition of 4sU during dissociation did not lead to detectable gene expression changes compared to dissociation without 4sU, suggesting that the 4sU treatment does not create gene expression artifacts (Fig EV2B and C). 

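The read counts of adult 1 and adult 2 with and without 4sU were compared by edgeR's quasi-likelihood test with 2 samples in each group. Of 9525 genes tested, 0 had an adjusted p under 0.05, and 57 had an unadjusted p under 0.05. On counts simulated at the dispersion of these samples, 0.340, the test recovered 0 of 190 planted 4-fold changes, so that changes of this size could not be detected at this spread. At a dispersion of 0.05 it recovered 172 of 190 and made 8 false calls among 9242 genes. With the replicate number as a block, 0 genes had an adjusted p under 0.05 and 426 an unadjusted p under 0.05. At the dispersion of that fit, 0.127, it recovered 80 of 184 planted 4-fold changes and made 5 false calls. With DESeq2 the count was also 0, with 59 genes at an unadjusted p under 0.05, and without the filter on low counts 6 of 18758 genes passed, 3 higher and 3 lower with 4sU. The gene with the smallest p among those higher with 4sU was Cep128 (ENSMUSG00000061533), with a log2 fold change of 1.89 (standard error 0.60, adjusted p = 1.00). Among those lower, it was Tent5a (ENSMUSG00000032265), the Fam46a of Dataset EV3, with -2.53 (standard error 0.63, adjusted p = 1.00). Of the 17 genes of Dataset EV3, 0 changed over all genes tested and 0 when adjusted over the list alone. In direction, 1 was higher and 16 were lower with 4sU, with a median log2 fold change of -0.61 against 0.02 over all genes, and with all 4 adult samples 12 were lower (median -0.31). This list was chosen by the study on these samples and is not independent evidence. Across genes, which are not independent replicates, the log10 read counts with and without 4sU had a Pearson r of 0.871 in adult 1 (11506 genes) and 0.945 in adult 2 (12502 genes). For untransformed read counts, r was 0.999 and 0.989. From the lack of detectable expression changes, the paper proposes that 4sU creates no gene expression artifacts.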

We decided to use this system to assess the reproducibility of dissociation response by comparing five samples of adult cardiomyocytes. While four of these samples were processed under identical conditions, we increased the temperature during dissociation from 37°C to 42°C in one sample (adult 5) for comparison. Additionally, we added three replicates of prenatal cardiomyocytes, which can be isolated with a milder dissociation procedure (Materials and Methods), and which we hypothesized to show a lower level of dissociation response. 

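Of 11194 genes found in adult 1 and adult 2, 16 were labeled in both samples, 56 in adult 1 only and 63 in adult 2 only. Independent labeling would give 0.508 genes in both. Over the 20486 genes found in any of the 5 adult samples, 203 genes were labeled in exactly 1 sample, 62 in 2 samples, 25 in 3, 16 in 4 and 10 in all 5. The gene with the highest rate in adult 3 was Cox17 (ENSMUSG00000046516), with 12.2% from 155 reads, while adult 1, adult 2, adult 4 and adult 5 had 0.0347%, 1.53%, 4.18% and 4.14%. Cited2 (ENSMUSG00000039910) had 10.9% in adult 4 and 6.69% in adult 5, and 0.0209% in adult 1 from 109 reads. In a principal component analysis of the T-to-C rates of 3082 genes in the 5 adult and 3 prenatal samples, the first component held 67.5% of the variance and the second 12.6%. The share of the first component was 50.4% without adult 5, and 29.2% with the rates scaled to unit variance.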

We noticed that, in addition to a shared set of labeled genes (including genes involved in metabolic and regulatory processes regarding cell death and response to stress), the replicates also showed distinct sample‐specific transcriptional profiles (Fig 2B–D, Dataset EV2). In particular, sample adult 5 (42°C dissociation) displayed a more pronounced stress response, including GO terms related to unfolded protein response (Dataset EV2). This suggests that, at least in experimentally challenging systems like the heart, minor differences during the dissociation procedure can result in qualitatively different perturbation responses, which may potentially manifest as batch effects in single‐cell RNA‐seq datasets. However, we could also identify a core set of 17 genes that were strongly labeled in at least three of the five adult samples, including some genes known to be involved in stress response (*Fos/Jun*, *Atf3*, *Gadd45g*), members of the actin family and extracellular matrix components, as well as five so far unclassified genes (Dataset EV3). In comparison, the prenatal cardiomyocytes showed a weaker dissociation response, with a high degree of similarity among the replicates (Fig 2C and D). 

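In adult 5, 167 genes were labeled, against 73, 87, 88 and 101 in adult 1 to 4 (mean 87.25 ± 11.4, SD, n = 4). The number in adult 5 was 1.91-fold this mean and above each of the other samples (exact permutation test, two-sided, p = 0.2, the smallest p that 1 sample against 4 allows). With one threshold of 2% for every sample, 409 genes were above it in adult 5, which was 5.49-fold the mean of 74.5 in the others. Over genes with more than 10 reads in every adult sample, a setting chosen after the data were seen, the ratio was 1.11 by the rule of 5 SD and 3.60 with the threshold of 2%. With at least 50 reads, also chosen then, it was 0.842 by the rule of 5 SD. The 6 genes listed for the response to unfolded protein in Dataset EV2 were Hspa1b, Hspa1a, Atf3, Hsp90aa1, Ppp1r15a and Ddit3. Their rates in adult 5 were 13.1%, 10.9%, 10.4%, 8.28%, 6.01% and 5.40%, from 476, 177, 1004, 1512, 210 and 77 reads. Reads of the paralogs Hspa1a and Hspa1b could have been divided between them by the authors' counting. The mean rate of the 6 genes was 9.02% in adult 5 and 2.06% ± 1.23 (SD, n = 4) in adult 1 to 4. The second mean is too low, since genes with too few reads for a rate are listed at 0. These are Hspa1a with 4 reads in adult 2 and in adult 3, Ddit3 with 6 and 4, and Ppp1r15a with 8 in adult 3, while Hspa1b was not found in adult 1. Atf3 and Hsp90aa1 had more than 10 reads in every adult sample, a setting chosen after the data were seen, and their mean was 9.35% in adult 5 and 1.39%, 2.14%, 5.62% and 3.93% in adult 1 to 4, a difference of 6.07 between adult 5 and the mean of the others. The study chose this list on these samples, so the difference is not independent evidence, and adult 5 was the only sample at 42°C. From these differences, the paper proposes that minor differences during the dissociation can result in qualitatively different responses.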

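By the rule of 5 SD, 51 of 20486 genes were labeled in at least 3 of the 5 adult samples. They included 16 of the 17 genes of Dataset EV3, and Fam46a (ENSMUSG00000032265) was labeled in 2 samples. The size of the set moved most with a minimum of 50 reads in every adult sample, chosen after the data were seen, which left 18 genes, and it was 27 without adult 5. Fos (ENSMUSG00000021250) lies on chromosome 12 of GRCm38 from 85473890 to 85477273 and had a T-to-C rate of 4.76% ± 4.17 (SD, n = 4) in adult 1 to 4. Jun (ENSMUSG00000052684), on chromosome 4 from 95049034 to 95052222, had 2.35% ± 0.691 (SD, n = 4). Atf3 (ENSMUSG00000026628), on chromosome 1 from 191170296 to 191218039, had 4.72% ± 2.96 (SD, n = 4). Gadd45g (ENSMUSG00000021453), on chromosome 13 from 51846678 to 51848468, had 8.36% ± 2.31 (SD, n = 4), the highest mean of the 17 genes. The actin genes Actb and Actg1 had 2.75% ± 1.42 and 2.82% ± 1.08 (SD, n = 4). Of the unclassified genes, Gm43359 had 3.98% ± 0.662, Gm43361 3.64% ± 0.739, Gm26244 3.56% ± 2.97, Gm45203 3.18% ± 1.18 and Gm47586 2.91% ± 1.08 (SD, n = 4). The mean of Gm26244 includes adult 1, where it is listed at 0 from 4 reads, too few for a rate. Its rates in adult 2, adult 3 and adult 4 were 4.61%, 2.63% and 7.00%. In the annotation, Gm43359 (ENSMUSG00000105434) lies on chromosome 5 from 122482800 to 122484999, where it overlaps Atp2a2 on the same strand. Gm26244, an snRNA gene, overlaps Rock1, Gm45203 overlaps Idh2 and Gm47586 overlaps 2010111I01Rik, each on the same strand, and Gm43361 overlaps Atp2a2 on the other strand, so the origin of their reads is uncertain. In adult 2 without 4sU, Gja1 had a rate of 0.635% and Gm43359 one of 0.577%, which is over 5 SD above the mean of that sample, while the other 15 genes stayed below it in both samples without 4sU.

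**Figure D2:**
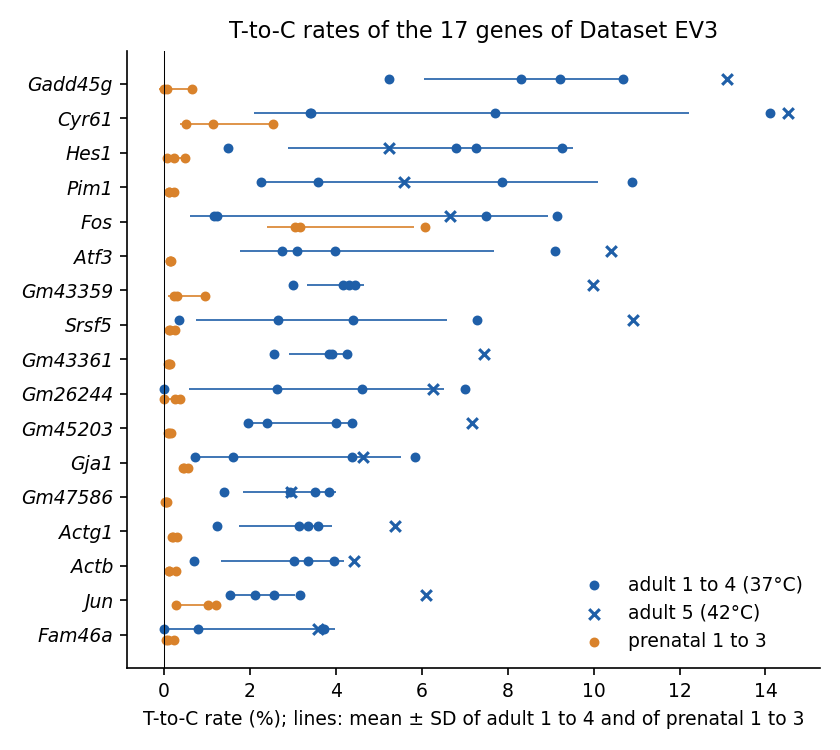
T-to-C rates (%) of the 17 genes of Dataset EV3 in adult 1 to 4 (blue points), adult 5 (crosses) and prenatal 1 to 3 (orange points). Each mark is 1 sample, and the lines give the mean and SD of adult 1 to 4 and of the prenatal samples, with Gadd45g highest among the means of adult 1 to 4 at 8.36%.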

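Over the 17 genes of Dataset EV3, the mean T-to-C rate was 4.20% ± 1.81 (SD, n = 4) in adult 1 to 4 and 0.546% ± 0.230 (SD, n = 3) in the prenatal samples. Each of the 4 adult samples was above each of the 3 prenatal samples (exact permutation test, two-sided, p = 0.0571). The list was chosen by the study on the adult samples and is not independent evidence. Without reference to a list, the 99th percentile of the rates of the 10035 genes found in all 7 samples was 1.44% ± 0.537 (SD, n = 4) in the adult and 0.576% ± 0.0881 (SD, n = 3) in the prenatal samples (exact permutation test, two-sided, p = 0.0571). The mean rate of these genes was 0.121% ± 0.0449 (SD, n = 4) and 0.0793% ± 0.0151 (SD, n = 3), and this difference was not larger than the spread between the adult samples (exact permutation test, two-sided, p = 0.143). With minimums of reads in every sample, chosen after the data were seen, it was larger than that spread. With more than 10 reads it was 0.0682 in percent (adult SD 0.0540, exact permutation test, two-sided, p = 0.0857). With at least 50 reads the means were 0.198% ± 0.0604 (SD, n = 4) and 0.109% ± 0.00789 (SD, n = 3), with each adult sample above each prenatal sample (exact permutation test, two-sided, p = 0.0571). The number of labeled genes was 93.3 ± 12.4 (SD, n = 3) in the prenatal samples, which is not lower than in adult 1 to 4 (exact permutation test, two-sided, p = 0.486). With 4 SD in place of 5 it was 148.7 ± 13.5 (SD, n = 3), against 116.25 ± 8.06 (SD, n = 4) in adult 1 to 4 (exact permutation test, two-sided, p = 0.0286). With the mean and SD taken over the genes shared by the 7 samples, the numbers were 69 ± 6.06 (SD, n = 4) in the adult and 51.3 ± 6.66 (SD, n = 3) in the prenatal samples, so that the direction changed (exact permutation test, two-sided, p = 0.0571). With one threshold of 2% it changed too, with 74.5 ± 46.4 (SD, n = 4) and 10 ± 8.72 (SD, n = 3) genes (exact permutation test, two-sided, p = 0.0857). The samples' own thresholds of 5 SD were between 0.961% and 2.53% in adult 1 to 4 and between 0.582% and 0.870% in the prenatal samples. Numbers by that rule therefore do not compare the strength of labeling. The smallest p that 4 samples against 3 allow is 0.0286, and the p values of these comparisons were not adjusted for their number. Between adult 1 and adult 2 alone and the prenatal samples, whose tables have the same format, the list differed by 2.40 and the 99th percentile by 0.471, in percent (exact permutation tests, two-sided, p = 0.1 for each, the smallest p possible), while the mean rate differed by 0.00824 (exact permutation test, two-sided, p = 0.5). The correlation across genes between replicates, over 2913 genes that are not independent replicates, had a mean Pearson r of 0.394 among the prenatal samples, 0.403 among adult 1 to 4 and 0.152 between the groups. The difference of -0.00905 between the prenatal and the adult mean was not larger than the spread (exact permutation test, two-sided, p = 0.914). With more than 10 reads in every sample, a setting chosen after the data were seen, the means were 0.637 among the prenatal and 0.507 among the adult samples (exact permutation test, two-sided, p = 0.171). With at least 50 reads, also chosen then, they were 0.764 and 0.554 (exact permutation test, two-sided, p = 0.0571), and the lowest r of a prenatal pair, 0.734, was above the highest of an adult pair, 0.729. The paper states that the prenatal cardiomyocytes had the weaker dissociation response, with high similarity among the replicates. Age and the isolation procedure differed together between these groups, and the design does not separate them.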

In summary, we conclude that RNA labeling during tissue dissociation is an effective method for identifying genes whose expression may be dominated by stress response. While we were able to determine a core set of dissociation response genes in adult cardiomyocytes, we also detected a substantial amount of sample‐to‐sample variation. Furthermore, we observed differences in dissociation response between prenatal and adult cardiomyocytes, which may be problematic when performing comparisons between these conditions without correcting for dissociation response.

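The T-to-C rates of adult 1 to 4 and of the 3 prenatal samples were compared gene by gene with limma, on the log2 of the rate in percent plus 0.1, over 2656 genes with at least 50 reads in every sample. Of these genes, 20 had an adjusted p under 0.05, all with higher rates in the adult samples, and 304 had an unadjusted p under 0.05. On values of the rate plus 0.1 simulated at the spread of these samples, the test recovered 166 of 200 planted 4-fold differences and made 8 false calls. For genes with low rates, these are not 4-fold differences in the rate itself, for which the share recovered is not known. Between adult 1 and adult 2 alone and the prenatal samples, whose tables have the same format, 0 of 3208 genes passed and 408 had an unadjusted p under 0.05. Without any 1 of the prenatal samples 0 genes passed, with between 166 and 203 at an unadjusted p under 0.05, and without adult 1 there were 117. The median difference over all genes tested was 0.21 on the log2 scale. It was -0.17 with each rate divided by the mean rate of its sample, when 6 genes passed. The gene with the smallest p was Gm43361 (ENSMUSG00000106375), with a difference of 4.10 on the log2 scale (standard error 0.36, adjusted p = 0.00310), higher in 4 of 4 adult samples. Atf3 differed by 4.14 (standard error 0.48, adjusted p = 0.0140) and Pim1 by 4.45 (standard error 0.58, adjusted p = 0.0188), also with each adult sample above each prenatal sample. Of the genes lower in the adult samples, Usp1 had the smallest p, with a difference of -0.89 (standard error 0.23, adjusted p = 0.157). Of the 17 genes of Dataset EV3, 11 were tested, of which 6 passed over all genes and 10 when adjusted over the list alone, and the list was chosen on the adult samples. Fos was the exception in direction on the log2 scale, with a difference of -0.27 (standard error 0.80, adjusted p = 0.908) and prenatal rates of 4.10% ± 1.71 (SD, n = 3). From the differences between prenatal and adult cardiomyocytes, the paper proposes that comparisons of these conditions without correction for the dissociation response may be problematic.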

**Figure 2:**
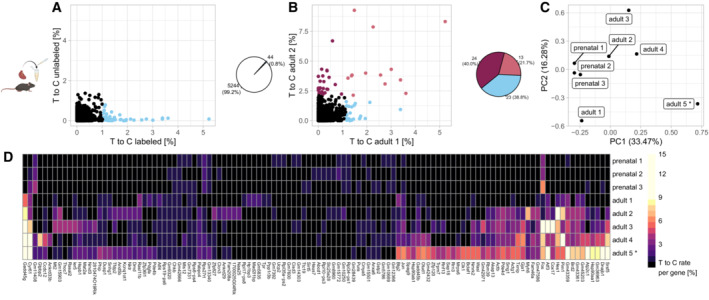
Variation of dissociation response in similar samples T‐to‐C rates per gene in labeled (4sU added) and unlabeled (no 4sU added) adult mouse cardiomyocytes. Blue (~ 1% of genes): T‐to‐C rate ≥ 5 SD.Comparison of the labeled sample in (A) to a biological replicate. Genes with T‐to‐C rate ≥ 5 SD in one or both samples are highlighted.Principal component analysis of dissociation response in prenatal and adult cardiomyocytes. PCA was calculated based on T‐to‐C rates of all genes which had a T‐to‐C rate >= 1 SD of the mean in at least one sample. Sample adult 5 was dissociated at 42°C, all others at 37°C.Heatmap showing consensus and sample specific dissociation response. Genes shown have a T‐to‐C rate >= 5 SD of the mean in at least one sample. Sample adult 5 was dissociated at 42°C, all others at 37°C.

**Figure EV2:**
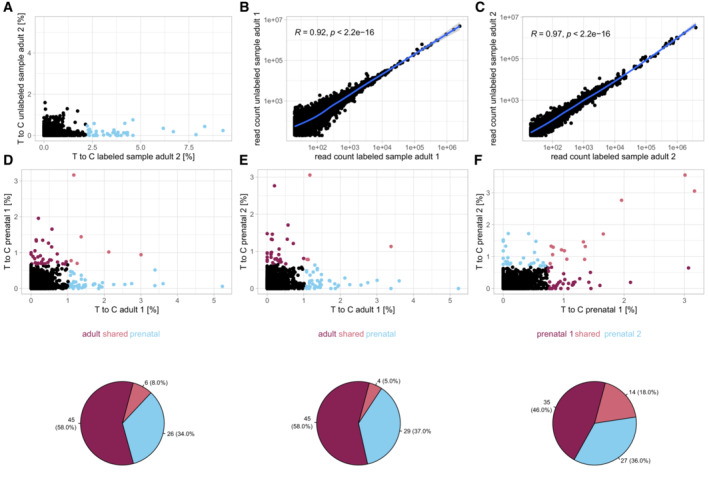
Biological replicates for cardiomyocyte dissociation experiments AAdult mouse cardiomyocytes, replicate 2, T‐to‐C rates per gene in labeled (4sU added) and unlabeled (no 4sU added) sample. Blue (~ 1% of genes): T‐to‐C rate ≥ 5 standard deviations.B, CRead count correlation between labeled and unlabeled adult mouse cardiomyocyte samples. Blue lines show sliding window average (smoothed conditional mean) and 95% confidence interval. *R* values calculated through Pearson correlation.D, ET‐to‐C rates per gene in prenatal vs. adult cardiomyocytes. Genes with T‐to‐C rate ≥ 5 standard deviations in one or both samples are highlighted.FT‐to‐C rates per gene in prenatal replicate 1 vs. prenatal replicate 2. Genes with T‐to‐C rate ≥ 5 standard deviations in one or both samples are highlighted.

After the bulk analysis of zebrafish larvae and mouse cardiomyocytes, we next wanted to investigate dissociation response at single‐cell level. For this analysis we again chose to work with zebrafish larvae at 48 hpf, comparing three conditions for preparation of a single‐cell suspension (Materials and Methods): 30 min dissociation; 30 min dissociation followed by FACS (which we here used to sort for cells of expected size and granularity; 10 min sort plus 20 min of setup and washes); and finally 30 min dissociation and a similar FACS procedure, followed by 30 min on ice (to simulate waiting times that arise when preparing multiple samples). To analyze RNA labeling on the single‐cell level, we fixed the dissociated and 4sU‐treated cells in methanol, followed by iodoacetamide treatment in intact cells (Holler *et al*, 2021) and library preparation using the 10× Genomics Chromium system (Materials and Methods). In total we sequenced ~ 25,200 cells, which computationally clustered into 16 main cell types (Figs 3A and EV3, Materials and Methods). Comparing the three dissociation conditions, we observed overall low batch effects (Fig 3B), with the exception of neuronal cells, which showed higher levels of mitochondrial reads in the non‐FACSed samples, suggesting a depletion of low quality cells through FACS. Furthermore, muscle cells were depleted in the FACSed samples, which again suggests that these cells were lost, possibly due to their larger size (Fig EV3). Analysis of T‐to‐C rates showed higher labeling of the FACSed samples, in line with their longer incubation time after exposure to 4sU as well as differences in labeling rate between the detected cell types (Fig 3C). Comparison of the most highly labeled genes (> 10% of UMIs with ≥ 2 labeling events) revealed a shared dissociation program across cell types including genes such as *endog*, *pclaf*, members of the heat shock family and *fos/jun* family, as well as cell type specific programs (Fig 3D, Dataset EV4). In summary, we demonstrate that single‐cell RNA labeling can be used to measure dissociation response in a sample and cell type specific manner.

**Figure 3:**
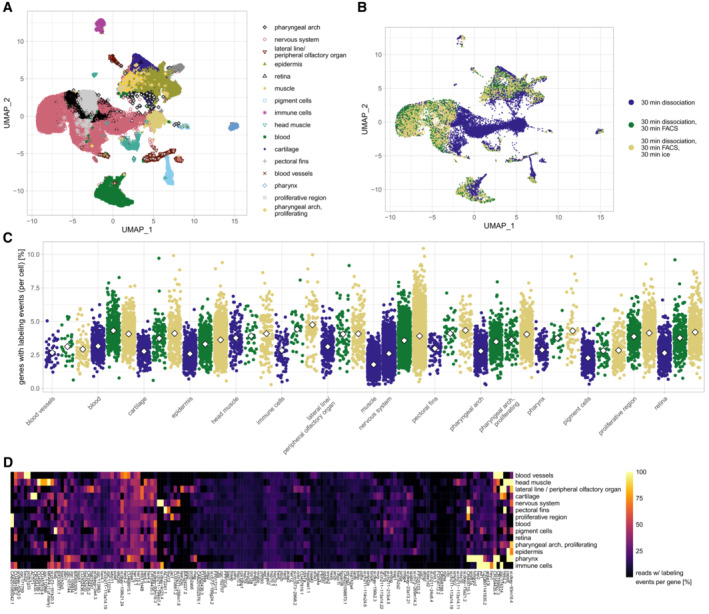
Shared and cell type specific dissociation response Clustering of 48 hpf zebrafish larvae cells dissociated at 37°C for 30 min and either fixed immediately or FACS sorted and incubated further on ice (see Materials and Methods for details).Sample of origin for the clustering shown in (A).Percentage of genes with labeling events for each cell shown in (A) and (B). White diamonds indicate mean values. Not all cell types could be found in every sample (e.g. muscle cells were depleted in FACS samples, see main text).Heatmap showing cell type specific and core dissociation response in 48 hpf zebrafish larvae cells dissociated (30 min, 37°C), FACS sorted and incubated on ice for 30 min. Genes shown have at least 250 reads with >= 10% of those containing >= 2 labeling events in at least one cell type.

**Figure EV3:**
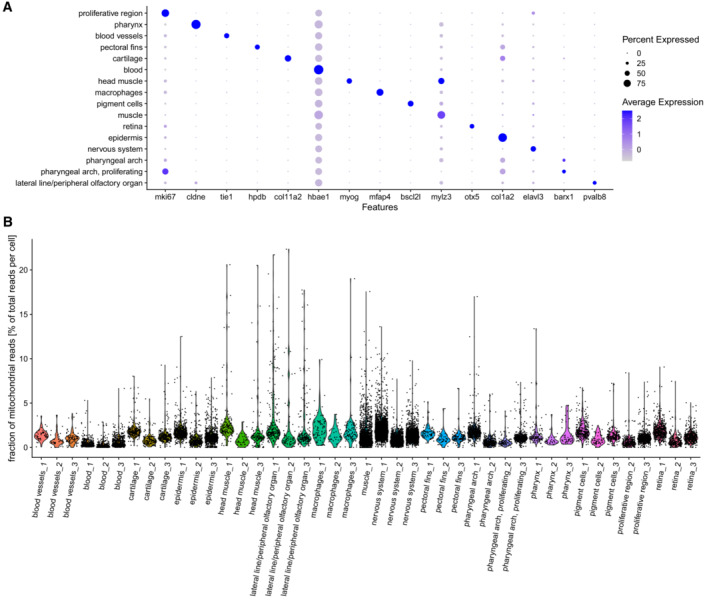
Characterization of single cell zebrafish data Marker gene expression in 48 hpf zebrafish cells, data from all three samples is merged.Fraction of mitochondrial reads per cell, cell types are separated by sample of origin.

As a second test case for single‐cell analysis of dissociation response, we chose to work with mouse microglia, which are known to have important functions in brain homeostasis and disease (Keren‐Shaul *et al*, 2017; Hammond *et al*, 2019; Olah *et al*, 2020). Microglia exhibit great transcriptomic variety (Zeisel *et al*, 2018; Ochocka *et al*, 2021) and have been demonstrated to react upon enzymatic digestion (Mattei *et al*, 2020; Marsh *et al*, 2022). We decided to focus on microglia contained in the mouse hippocampus, a brain region that allows for consistent dissection (Fig 4A). We dissociated the samples using a mild protocol optimized for gentle dissociation of brain tissue and subsequent isolation of microglia (Materials and Methods). Clustering analysis revealed the expected cell types, including microglia as well as a subgroup of activated microglia (Fig 4B and C). Given the known sensitivity of microglia to changes in their environment, we wondered whether the sub‐cluster of activated microglia characterized by *fos/jun* expression might be an experimental artifact caused by tissue dissociation. Indeed, we found that the activated microglia fully merged with the main microglia cluster when removing all transcripts with ≥ 2 T‐to‐C conversions from the dataset (Figs 4C and D, and EV4). Of note, in this analysis we only removed individual labeled transcripts, but we retained all transcripts of the corresponding genes with < 2T‐to‐C conversions, so no genes were excluded from further analysis. This observation clearly demonstrates the ability of our approach to separate dissociation response from real biological effects, thereby increasing the resolution of single‐cell RNA‐seq analysis. While the overall fraction of labeled transcripts was low (< 1%), for a small group of genes > 50% of reads were removed as putative dissociation response (Fig 4E). Transcriptional dissociation response varied between different cell types and was strongest in microglia (Fig 4F). We applied GO term analysis to genes for which ≥ 3 transcripts with ≥ 2 labeling events were removed and observed ~ 90% of those genes contributing to stress/death related GO terms in activated microglia. For non‐activated microglia ~ 45% fell into this category. None of the other cell populations had a considerable portion of stress or death related GO terms (Dataset EV5).

**Figure 4:**
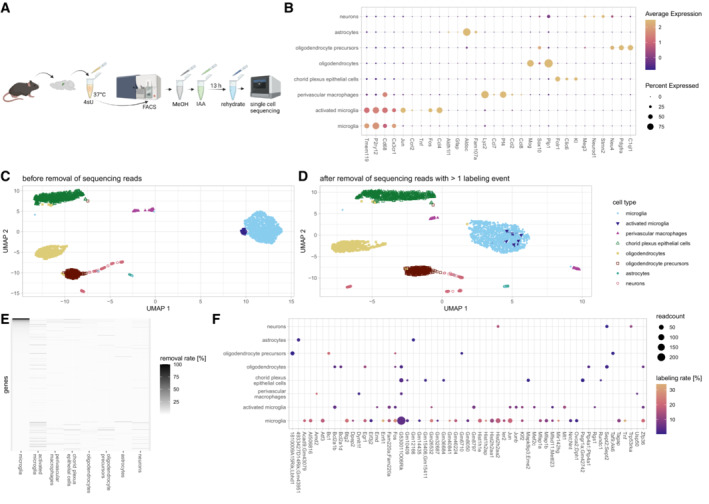
Single‐cell analysis of dissociation response in the mouse hippocampus AExperimental workflow for RNA labeling in hippocampus cells during dissociation. Hippocampi are extracted, dissociated in the presence of 4sU (30 min, 37°C) and sorted for live cells. Sorted cells are fixed in methanol before IAA treatment and rehydration, followed by the standard 10× genomics workflow.BMarker gene expression in sorted mouse hippocampus cells.C, DClustering of sorted mouse hippocampus cells before (C) and after (D) removal of UMIs with 2 or more labeling events.ERemoval rates of reads per gene and cell type.FLabeling rates and counts of removed reads. Genes with at least 5% of reads (min 3 reads) removed are shown.

**Figure EV4:**
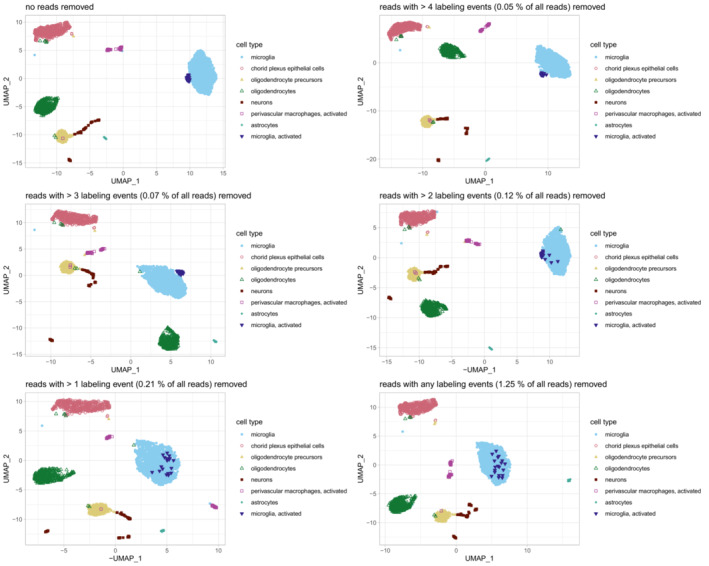
Dependence of clustering results on labeled transcripts Gradual removal of labeled UMIs leads to the activated microglia cluster merging with the non‐activated microglia.

## Discussion

In summary, our analysis revealed that SLAM‐seq can be used for measuring dissociation response, a major confounding factor in single‐cell RNA‐seq analysis. Our combined experimental and computational approaches allow identification and removal of transcripts that are made during tissue dissociation, which can help identify experimental artifacts and increase the resolution of subsequent analysis. Here we used analysis on the bulk and single‐cell level for measuring dissociation response. Our scSLAM‐seq protocol is based on the 10× Genomics Chromium system and requires methanol fixation of cells prior to iodoacetamide treatment. While we did not observe any reduction of data quality following methanol treatment, we wish to note that there are other methods for preparation of scSLAM‐seq libraries that do not require fixation (Erhard *et al*, 2019; Hendriks *et al*, 2019; Qiu *et al*, 2020).

Using SLAM‐seq for measuring dissociation response may be particularly useful for cell types that are suspected to produce dissociation artifacts, either because harsh dissociation conditions are required (e.g. cardiomyocytes) or because the cells are particularly responsive to perturbation (e.g. microglia). Our analysis identified a core set of genes that should be considered as problematic because they consistently appear in the dissociation response of different cell types and systems. However, in addition to this generic dissociation response signature, we observed that different cell types and individual samples can also react in distinct ways to dissociation. For microglia from the mouse hippocampus, we demonstrated that activation response caused by tissue dissociation can be computationally corrected by removing labeled transcripts from the analysis. While it should be possible to regress out dissociation response from scRNA‐seq datasets based on our list of core dissociation genes without performing additional SLAM‐seq experiments, akin to removal of cell cycle effects in scRNA‐seq, we wish to note that this can be potentially problematic, since cellular stress response may not only be due to dissociation but can also be caused by biological factors. Activated microglia are an example for this scenario: While we found microglia activation to be an artifact created by tissue dissociation in Fig 4, microglia activation can also arise disease contexts. By regressing out dissociation‐related programs, one might therefore also inadvertently remove a *bona fide* biological response from the tissue sample. In contrast to dissociation response, the cell cycle is a well‐defined gene expression program that is strongly separated from other cellular programs (Schwabe *et al*, 2020); hence, no such concerns apply to computational removal of cell cycle effects.

## Materials and Methods

### Reagents and Tools table

**Table:** 

Reagent / resource	Reference / source	Identifier /catalog number
**Experimental models**		
CD1 feeder cells	charles river	CD‐1® IGS Mouse
G4 ES cells	George *et al* (2007)	RRID:CVCL_E222
C57BL/6N	Jackson Laboratories	
**General Reagents**		
4sU	Merck Chemicals GmbH	#T4509
TRIzol	Life Technologies GmbH	#15596018
IAA	Merck Chemicals GmbH	#11149
**Cell culture Reagents**		
DMEM	Gibco	#10829‐018
FCS	Biochrom	#S0615
Glutamine	Lonza	#BE17‐605E
Penicillin/streptomycin	Lonza	#DE17‐603
Nonessential amino acids	Gibco	#11140‐35
10 mM β‐mercaptoethanol	Sigma	#M‐7522
Nucleosides	Chemicon	#ES‐008D
Murine Leukemia Inhibitory Factor	Chemicon	#ESG1107
PBS	Lonza	#BE17‐512F
Trypsin	Gibco	#25300‐054
**Zebrafish experiments – Reagents**		
Dextran fluorescein	Thermo Fisher Scientific	#7136
HBSS	Life Technologies GmbH	#14175095
TryplE	Life Technologies GmbH	#A1217701
Native Bacillus licheniformis Protease	Creative Enzymes	#NATE‐0633
EDTA	Molekula	#900493
BSA	Sigma‐Aldrich	#A4503
DPBS	Gibco	#14190144
**Adult mouse cardiomyocytes – Reagents**		
Stock perfusion buffer	Rudolph *et al* (2019)	
2,3‐Butanedionemonoxime	Rudolph *et al* (2019)	
Glucose	Sigma‐Aldrich	#G7528
Perfusion buffer pH 7.46	Rudolph *et al* (2019)	
Liberase blendzyme 1	Roche	#1988417
Trypsin	Gibco/Invitrogen	#15090046
Bovine calf serum	HyClone	#SH30073
**Embryonic mouse cardiomyocytes – Reagents**		
Trypsin‑EDTA	Thermo Fisher Scientific	#25200056
Reconstituted fluorescent reactive dye	Thermo Fisher Scientific	#L34955
Bovine calf serum	HyClone	#SH30073
Alexa Fluor 647 Rat Anti‐Mouse VCAM‐1	BD Biosciences	#561612
**Mouse hippocampus – Reagents**		
Adult Brain Dissociation Kit	Miltenyi Biotec	#130‐107‐677
Narcorene	Merial GmbH	
Heparin‐Natrium‐250,000‐ratiopharm	Ratiopharm	
Calcein AM dye	BD Pharmingen	#564061
SSC	Carl Roth GmbH	#1054.1
BSA	Sigma‐Aldrich	#A4503
SuperRNase IN	Life Technologies GmbH	#AM2694
DTT	Carl Roth GmbH	#6908.1
**Bulk RNA extraction**		
GlycoBlue	Life Technologies GmbH	#AM9516
Chloroform	Carl Roth GmbH	#3313.1
Isopropanol	Carl Roth GmbH	#9781.1
Ethanol	Carl Roth GmbH	#5054.1
**Bulk RNA IAA treatment**		
DMSO	Sigma‐Aldrich	#D8418
Ethanol	Carl Roth GmbH	#5054.1
Na_2_PO_4_	Alfa Alsar	#J60825
DTT	Carl Roth GmbH	#6908.1
**Bulk library preparation**		
PCR primers	Junker *et al* (2014)	
First Strand buffer	Life Technologies GmbH	#18064014
DTT 100 mM	Life Technologies GmbH	#707265
Nuclease free water	Sigma	#W3513
RNaseOut	Life Technologies GmbH	#10777019
Superscript II	Life Technologies GmbH	#18064014
Second‐strand buffer	ThermoFisher	#10812014
DNA ligase	New England Biolabs	#M0205L
DNA Pol I	New England Biolabs	#M0209L
RNase H	New England Biolabs	#M0297L
AMPpure XP beads	Beckman Coulter	#19245300
HiScribe T7 kit	New England Biolabs	#E2040S
Exo I	New England Biolabs	#M0293L
rSAP	New England Biolabs	#M0371L
Tris‐Acetat pH8.1	Carl Roth GmbH	#71251
Potassium‐Acetat	VWR Chemicals	#43763N
Mg‐Acetat	Carl Roth GmbH	#HN11.1
RNAclean XP beads	Beckman Coulter	#18816300
NEBNext PCR mix 2×	New England Biolabs	#M0541L
**Methanol fixation**		
Methanol	Th. Geyer	#1437.2511
HBSS	Life Technologies GmbH	#14175095
**Single cell library preparation**		
Single Cell 3' v3.1 kit	10× Genomics	#1000121

### Methods and Protocols

#### Animals

All animal procedures were conducted as approved by the local authorities (LAGeSo, Berlin, Germany).

Zebrafish: Fish were maintained according to standard laboratory conditions. For larval experiments, we set up group crosses of AB wild type fish and the larvae were grown to 48 hpf in egg water at 28°C. The chorions were removed manually at 24 hpf.

Mice: Animals were kept according to the rules for Animal Welfare of the German Society for Laboratory Animal Science under a 12 h/12 h dark–light cycle at 22 ± 2°C and 55 ± 10% humidity with food and water supply *ad libitum*.

Data collection and analysis were not performed blind due to the conditions of the experiments.

#### Cell culture

On day 1 CD1 feeder cells (derived from CD1 mice, charles river) were seeded at a density of ~ 800 M cells per plate in gelatinized 9 × 6 cm plates with ESCM media (Knockout Dulbecco's Modified Eagle's Medium (DMEM), 4,500 mg/ml glucose, with sodium pyruvate (Gibco, #10829‐018), 15% fetal calf serum (FCS; Superior, Biochrom, #S0615), 1× glutamine (100×, Lonza, #BE17‐605E), 200 mM, 1× penicillin/streptomycin (100×, Lonza, #DE17‐603), 1× nonessential amino acids (Gibco, #11140‐35), 1× fresh 10 mM β‐mercaptoethanol (Sigma #M‐7522; 2‐ME), 1× nucleosides (Chemicon #ES‐008D)) and incubated at 37°C. On day 2 G4 ES cells (George *et al*, 2007) were seeded on top of the feeder cells (~ 250 M cells per plate) and the medium changed to ESCM + LIF (0.01% LIF Murine Leukemia Inhibitory Factor ESGROTM; 10^7^ U/ml, Chemicon, #ESG1107). On day 3 the medium was changed with fresh ESCK + LIF. On day 4 10 mM, 1 mM or 100 μM 4sU were added and the cells incubated for 2 h, 6 h or 24 h.

After the incubation period, the cells were washed twice with PBS (Lonza #BE17‐512F) and trypsinized for 7 min at 37C with 1 ml trypsin 0.05% (Gibco #25300‐054). Trypsinization was stopped by adding 9 ml ESCM + LIF. Cells were spun down for 5 min at 1,100 rpm at RT and resuspended in the same media (containing 4sU). In order to deplete feeder cells the trypsinized cells were plated again in fresh gelatinized plates and left to attach for 1 h at 37°C. Afterwards the supernatant (containing non‐attaching ES cells) was spun down for 5 min at 1,100 rpm and resuspended in 1 ml of TRIzol (Life Technologies GmbH #15596018). The sample was vortexed to facilitate lysis and stored at −20°C.

All cells were tested for mycoplasma prior to culturing.

#### Injections of 4sU into 48 hpf zebrafish larvae

Zebrafish larvae were injected with 5 nl 4sU (100 mM in 10 mM Tris•HCl pH 7.4, (Merck Chemicals GmbH #T4509) with Dextran fluorescein (Thermo Fisher Scientific #7136)) using a glass needle into the duct of Cuvier. Injected larvae were incubated at 28°C for 30 min. Successful injection into the bloodstream was then confirmed by fluorescence microscopy (Leica M165 FC) and larvae showing fluorescence all over the blood vessels were selected. Per experiment we anesthetized 10 selected larvae on ice for 5 min before removing the supernatant and resuspending the larvae in 500 μl TRIzol for homogenization (PerlmühlenHomogenisator Fisher Scientific GmbH).

#### Labeling of RNA during dissociation

In general, we added 10 mM 4sU to the dissociation buffers and aimed for an incubation time of at least 30 min while continuing to perform the usual steps of each individual dissociation protocol. Detailed protocols were the following.

##### Dissociation of zebrafish larvae

Ten dechorionated larvae were anesthetized by placing them in 2 ml centrifuge tubes on ice for 5 min. We then washed them twice using ice cold HBSS (Life Technologies GmbH #14175095) and removed the supernatant afterwards. For dissociation, the larvae were either:

- resuspended in 500 μl TryplE Mix (1×TrypleE (Life Technologies GmbH #A1217701) in HBSS, 1 mM EDTA pH 8 (Molekula #900493), 10 mM 4sU for labeled sample) and incubated at 37°C for 30 min (singe cell and bulk).

or

- resuspended in 200 μl psychrophilic protease mix (1× Native Bacillus licheniformis Protease (Creative Enzymes #NATE‐0633) in HBSS, 10 mM 4sU) and incubated on ice for 30 min (bulk only). Dissociation was aided by pipetting up and down with a 200 μl tip ~ 25 times every 5 min.

When all visible tissue had disappeared, we inactivated the enzymes by adding 15 μl 10% BSA (Sigma‐Aldrich; #A4503) to the suspension and spun down at 1,000 *g* for 5 min (4°C). Finally, the cells were washed once in ice cold HBSS (no 4sU added).

Samples for bulk library preparation (Fig 1) were resuspended in Trizol afterwards.

For the single cell samples (Fig 3), we fixed the first one in Methanol (see below) immediately, while the other two were submitted to FACS sorting with the gates set to include everything apart from very small debris and extremes in size and granularity. The samples were stored on ice for ~ 15 min during FACS setup. Sorting lasted 10 min per sample with no 4sU present in the FACS buffer (HBSS w/1% BSA). 10 mm 4sU was added to the FACS buffer in the cooled receiving tube. Both samples were spun down and washed immediately after their sort before we resuspended the cells in ice cold HBSS (no 4sU added). Sample 2 was fixed in methanol directly afterwards, while sample 3 was left to incubate on ice for another 30 min in order to simulate waiting times when preparing multiple samples. Eventually, sample 3 was also fixed using methanol.

##### Preparation of adult cardiomyocytes

Single cardiomyocytes were prepared from 10‐week‐old male wildtype mice maintained on a C57BL/6N background (Jackson Laboratories). Mice were sacrificed by cervical dislocation, the hearts excised and digested via retrograde perfusion with Liberase (Rudolph *et al*, 2019). Perfusion was started with 3 ml/min Perfusion buffer (Stock perfusion buffer (PS00000452), 10 mM 2,3‐Butanedionemonoxime (BDM), 5.5 mM Glucose (Sigma‐Aldrich #G7528)) for 4 min at 37°C (42°C for sample 5), and then switched to Digestion buffer (Perfusion buffer pH 7.46 (PS00000451), 0.25 mg/ml Liberase blendzyme 1 (Roche #1988417), 0.14 mg/ml trypsin (Gibco/Invitrogen #15090046), 12.5 μM CaCl_2_) for 8 min. The hearts were transferred from the Langendorff perfusion system to a dish containing 2.5 ml Digestion buffer, where the left ventricle (LV) was cut. After mincing for 2 min, the LV tissue was transferred to a dish with 2.5 ml Stop buffer (Perfusion buffer pH 7.46 (PS00000451), 10% Bovine calf serum (HyClone #SH30073), 12.5 μM CaCl_2_) and dissociated by pipetting for 4 min. Cardiomyocytes were sedimented by gravity for 10 min. Then, the supernatant was transferred to a new tube and centrifuged for 1 min at 180 *g* to pellet the remaining cardiomyocytes. After discarding the supernatant, the pellet was resuspended in 10 ml Stop buffer and combined with the initial cardiomyocyte pellet. After filtering with a 100 μm strainer and cell counting, the suspension was centrifuged again and the resulting cardiomyocyte pellet was resuspended in 1.3 ml TRIzol and stored at −80°C. In those preparations with 4‐Thiouridin, 10 mM 4sU was added to the Digestion and Stop buffers from ventricular mincing to last centrifugation steps before resuspension in TRIzol. The total 4sU incubation time was always 30 min at room temperature, and the untreated controls followed identical handling and step durations. Live, rod‐shaped cardiomyocyte counts were in the range of 2.25–7.25 × 10^5^ per preparation.

##### Preparation of embryonic cardiomyocytes

Pregnant C57BL/6N (Jackson Laboratories) female mice were sacrificed by cervical dislocation. E17.5 embryos were removed, rinsed in PBS and transferred to a 35‐mm dish with cold PBS. Embryonic hearts were microdissected away from the embryo and placed in another dish with PBS and 10 mM 4sU. The hearts were finely minced with a scalpel and transferred into a tube with 1.5 ml pre‐warmed 0.25% trypsin–EDTA (Thermo Fisher Scientific #25200056) and 10 mM 4sU. The hearts were digested for 15 min at 37°C with several rounds of vigorous pipetting and then centrifuged at 400 *g* for 3 min. The cell pellet was washed twice in 20% FCS in PBS solution, centrifuged and resuspended in 1 ml PBS. The remaining cell suspension was incubated for 30 min in the dark with 1 μl reconstituted fluorescent reactive dye (Thermo Fisher Scientific #L34955) to determine cell viability. After another wash in PBS, cells were resuspended in 0.5 ml 5% FCS in PBS solution. The cell suspensions were then incubated with 1 μg/ml Alexa Fluor 647 Rat Anti‐Mouse VCAM‐1 (BD Biosciences #561612) for 15 min in the dark. The cells were centrifuged at 450 *g* for 5 min, resuspended in PBS and filtered using a 70 μm strainer into a polypropylene tube. Live, VCAM‐1^+^ cardiomyocytes were sorted using a BD FACSAria II (BD Biosciences), transferred to 1.5 ml tubes and centrifuged at 450 *g* for 5 min. The cell pellets were resuspended in 1 ml TRIzol and stored at −80°C. All steps after embryo removal were done at 4°C except for tissue digestion with trypsin (37°C). The total 4sU incubation time was always for 30–40 min.

##### Microglia and hippocampus cell isolation

All mice used in this study were based on a C57BL/6 background and aged 10–14 weeks. Animals were perfused with PBS before the brain extraction. Cells were isolated using the Adult Brain Dissociation Kit (ABDK, Miltenyi Biotec #130‐107‐677). In brief, mice were anesthetized (Narcorene, 100 mg/kg, i.p., Merial GmbH, Germany) and perfused transcardially with 10 ml of 0.9% saline solution containing 1 U/ml of heparin (Heparin‐Natrium‐250,000‐ratiopharm, Ratiopharm, Ulm, Germany) followed by 50 ml of 0.1 M PBS (pH 7.4). Next, the brains were gently extracted from the skull (Papouin & Haydon, 2018) and immediately placed in ice cold HBSS. For the hippocampus isolation, brains where put on an ice cold metal platform and the hippocampus was dissected out of the whole brain as described by Spijker, 2011. Hippocampi were then placed in the ABDK enzyme mix and dissociated for 30 min at 37°C according to the manufacturer's instructions in the presence of 10 mM 4sU. Afterwards the cell suspension underwent myelin removal with 35% SIP (Solution Isotonic Percoll) for 25 min at 4°C. Live cells were sorted next with all steps being performed on ice and/or with pre‐chilled buffers and equipment at 4°C. Cells were stained with BD Pharmingen™ Calcein AM dye for live/dead cell staining (BD Pharmingen #564061) at 10 μM final concentration for 30‐40 min on ice. Afterwards the cell suspension was spun down for 5 min at 300 *g*, before being resuspended in 500 μl of FACS buffer. Next, cells were sorted using an ARIA II sorter with 70 μl nozzle at the speed of 10 k cells/s.

#### Bulk library preparation

##### RNA extraction

Bulk RNA was extracted using the Trizol‐chloroform‐isopropanol method as described in Junker *et al*, 2014. In brief, we added 0.5 μl GlycoBlue (Life Technologies GmbH #AM9516) to 500 μl of sample in Trizol, mixed well and incubated the tubes at RT for 15 min before adding 100 μl of Chloroform (Carl Roth, #3313.1). After shaking vigorously, the samples were incubated at RT for 5 min and then centrifuged for 15 min at 12,000 *g* in a centrifuge cooled to 4°C to aid phase separation. We carefully transferred 250 μl of the aqueous phase to a new tube, added 250 μl of isopropanol (Carl Roth, #9781.1), shook well and incubated the samples over night at −20°C.

The next morning the samples were centrifuged for 10 min at 12,000 *g* (4°C) and the resulting pellets washed in 500 μl 70% ethanol. Finally, we resuspended the RNA in RNase free water to continue with IAA treatment.

##### IAA treatment

Based on Herzog *et al*, 2017 we performed an IAA derivatization treatment at 50°C for 15 min in 50% DMSO (Sigma‐Aldrich #D8418) / 10% ethanol / 45% water with 10 mM IAA (Merck Chemicals GmbH #11149) and 50 mM Na_2_PO_4_ (Alfa Alsar #J60825) present. After IAA treatment, we stopped the reaction by adding DTT (Carl Roth, #6908.1; 40 mM final) and extracted the RNA using another round of RNA extraction in Trizol‐chloroform‐isopropanol as described above.

##### Library preparation

Bulk libraries were prepared using a slightly modified version of the protocol published in Junker *et al* (2014). Briefly, we first generated cDNA from up to 50 ng of input material using barcoded primers. Primers (5.4 ng/μl with dNTPs 1 mM each) were annealed for 5 min at 65°C before adding 2 μl RT mix to 2 μl of sample/primer (0.8 μl First Strand buffer; Life Technologies GmbH #18064014), 0.5 μl DTT 100 mM (Life Technologies GmbH #707265), 0.4 μl nuclease free water (Sigma #W3513), 0.2 μl RNaseOut (Life Technologies GmbH #10777019), 0.2 μl superscript II (Life Technologies GmbH #18064014). The samples were incubated at 42°C for 1 h in a thermal cycler with the lid set to 50°C. Afterwards the enzyme was heat inactivated for 10 min at 70°C.

Second strand synthesis was carried out at 16°C for 1 h after adding 9 μl of second strand mix (5.72 μl Nuclease‐free water, 2.5 μl Second‐strand buffer (ThermoFisher #10812014), 0.25 μl dNTPs (10 mM total), 0.09 μl DNA ligase (New England Biolabs #M0205L), 0.35 μl *E. coli* DNA Pol I (New England Biolabs #M0209L), 0.09 μl RNase H (New England Biolabs #M0297L)) to the sample. If multiple samples were processed they could be pooled at this stage. We then cleaned the cDNA by adding 0.2 μl AMPpure XP beads (Beckman Coulter #19245300) and 1 μl of bead binding buffer per 1 μl of sample. The resulting cDNA was amplified by *in vitro* transcription using the HiScribe T7 kit (New England Biolabs #E2040S) for 16 h at 37°C.

Residual primers were removed by adding 3 μl Exo I (New England Biolabs #M0293L) and 3 μl rSAP (New England Biolabs #M0371L) to 16 μl of aRNA. Afterwards we fragmented the aRNA by adding 5.5 μl of fragmentation buffer (200 mM Tris‐Acetat pH8.1 (Carl Roth GmbH #71251), 500 mM Potassium‐Acetat (VWR Chemicals #43763N), 150 mM Mg‐Acetat (Carl Roth GmbH #HN11.1)) to the resulting 22 μl of sample and heating to 94°C for 3–6 min. The fragmented aRNA was then cleaned using 1.8× RNAclean XP beads (Beckman Coulter #18816300) and measured using a Qubit 4 Fluorometer (Life Technologies GmbH # q33226) system as well as a TapeStation 4200 (Agilent) high sensitivity RNA device.

A maximum of 250 ng of aRNA was carried over to second RT. 0.5 μl of dNTPs (10 mM total) and 0.5 μl of second RT primer were added to 5 μl of RNA and annealed at 65°C for 5 min. Afterwards second RT mix (5 μl RNA in nuclease free water, 2 μl Second Strand buffer, 1 μl DTT 100 mM, 0.5 μl RNaseOut, 0.5 μl Superscript II) was added and incubated in a thermal cycler for 10 min at 25°C, and then for 1 h at 42°C. Enzymes were inactivated for 10 min at 70°C.

Eventually, we added library PCR mix (10 μl nuclease free water, 25 μl NEBNext PCR mix 2× (New England Biolabs #M0541L), 2.5 μl RP1 primer (10 μM), 2.5 μl RPI index primer (10 μM)) and amplified using the following program:

30 s at 98°C.
  12–15 cycles of:
    10 s at 98°C.
    30 s at 62°C.
    30 s at 72°C.
    10 min at 72°C.
hold at 10°C.

Libraries were cleaned using AMPpure XP DNA beads at 0.9× followed by 1.0×. Libraries were quantified using the Qubit system as well as a TapeStation D5000 HS device and sequenced on a NextSeq 500 system (Illumina).

#### Single cell methods

##### MeOH fixation and IAA treatment

As described in Holler *et al*, 2021, cells were spun down and resuspended in HBSS, before cold methanol (Th. Geyer #1437.2511) was added drop‐wise while gently agitating on a vortexer. Afterwards the cells were fixed at −20°C for at least 30 min. For IAA treatment, the samples were brought back to RT and IAA dissolved in 20% HBSS / 80% MeOH was added to a final concentration of 10 mM IAA. The samples were then set to rotate at 1 rpm at RT for 13 h (mouse hippocampus) or 16 h (zebrafish larvae) while taped lengthwise to a rotator to avoid splashing and undue strain on the cells.

##### Rehydration and library preparation of zebrafish larvae cells

Methanol fixed cells were rehydrated using DPBS as described in Holler *et al* (2021).

Briefly, we inactivated the IAA, by spinning down at 1,000 *g* for 5 min and resuspending the cells in quenching buffer (DBPS, Gibco #14190144, 0.1% BSA, 1 U/μl RNaseOUT, Life Technologies #10777019, 100 mM DTT, Carl Roth #6908.1). The samples were incubated at room temperature for 5 min. After spinning down again, we resuspended them in DPBS containing 0.01% BSA, 0.5 U/ μl RNaseOUT and 1 mM DTT. Afterwards the cells were then passed through a 35 μm strainer, counted, and immediately loaded onto a 10× Chromium Single Cell 3′ v3.1 kit (10× Genomics #1000121).

Libraries were prepared according to the manufacturer's instructions and sequenced on an Illumina NovaSeq system to a depth of ~ 400 Mio reads per library.

##### Rehydration and library preparation of mouse hippocampus cells

Cells were rehydrated using 3× SSC buffer based on the recommendations by 10× Genomics (https://support.10xgenomics.com/permalink/4sImBCtiKcsk6SkwQQuCGM). We modified the procedure to accommodate for SLAM‐seq as follows:

First the cells were spun down at 1,000 *g* and 4°C for 10 min, the supernatant was removed and quenching buffer added (3× SSC (Carl Roth GmbH #1054.1), 0.1% BSA, 1 U/μl SuperRNase IN (Life Technologies GmbH #AM2694), 100 mM DTT). We incubated the sample at RT for 5 min on order to quench the remaining IAA. Afterwards the cells were spun down again and resuspended in a small amount of resuspension buffer (1.5× SSC, 0.5 U/μl SuperRNase IN, 0.01% BSA) and loaded onto the chromium controller using a Chromium Single Cell 3′ v3.1 kit (10× Genomics #1000121). Importantly, the volume of SSC buffer introduced into reverse transcription needs to be as low as possible to avoid inhibiting the reaction.

After successful encapsulation, we proceeded with library preparation according to the manufacturer's instructions. The libraries were sequenced on a NextSeq 500 with about 50–60 Mio reads per library.

#### Computational methods

##### Mapping and substitution identification

Reads were demultiplexed using bcl2fastq v2.19. Bulk data was mapped using STAR v2.7.3a to either dr11.95 (zebrafish) or mm38 (Ensembl 100, mouse) including reference information on substitutions (MD tag). Single cell data was mapped using cellranger v6.1.1 to mm38 (Ensembl 98, mouse) or GRCz10 (zebrafish). MD tags were added using samtools v1.14 afterwards.

In the next step, we aggregated information on substitution type, location and sequencing quality as an additional tag (MT tag) in order to save computation time in downstream steps. For quality filtering, we regarded a sequencing quality of 20 as sufficient. Bulk data was annotated using Rsubread (Liao *et al*, 2019).

##### SNP removal and labeling criteria for bulk data

SNPs were removed by blacklisting all genomic positions where more than 25% of all reads deviated from the reference base. Positions with a total coverage below 10 were blacklisted as well. Labelling rates per gene were then calculated by determining the fraction of non‐blacklisted T‐positions that showed T to C mutations of sufficient quality. Genes with labeling rates over 5 standard deviations away from the mean of all genes are highlighted in blue and were used for GO term analysis. PCA was carried out on T to C rates of all genes found in both adult and all three prenatal samples which had a T to C rate at least one standard deviation over the mean in at least one sample (in order to reduce noise).

##### Clustering of single cell data

Single cell data was clustered using Seurat (Hao *et al*, 2021) v4.0.4. For the single cell zebrafish data shown in Fig 3, the datasets were merged after normalizing, scaling and clustering each one individually. Cell types were determined based on marker gene expression for each data set individually before transferring the labels to the merged data set. Minor cell types only present in one or two data sets were removed for clarity (with the exception of muscle cells, which were the only cell type exclusively present in the non‐FACSed dataset).

##### Removal of labeled UMIs in single cell data

After initial clustering, labeled UMIs were removed based on T to C mutations of a sequencing quality of at least 20. Afterwards count matrices were re‐generated using custom code and again clustered using the same settings in Seurat.

Labeling rates in removed UMIs were calculated by determining the fraction of T‐positions that showed T to C mutations of sufficient quality.

##### GO‐term analysis (for bulk and single cell data)

GO‐term analysis was performed on genes with labeling rates over 5 standard deviations away from the mean of all genes (bulk data) or all genes that have more than 3 reads with 2 or more labeling events (mouse single cell data) using the generic gene ontology term finder provided by Princeton University (https://go.princeton.edu/cgi‐bin/GOTermFinder).

#### Step‐by‐step protocol

##### Materials

Reagents and supplies for the tissue specific dissociation protocol.

4sU (Merck Chemicals GmbH).

Iodoacetamide (Merck Chemicals GmbH).

Additionally for bulk samples:

RNA extraction supplies (Trizol‐chloroform‐isopropanol based extraction tested).
DMSO (Sigma‐Aldrich).
Ethanol.
Na_2_PO_4_ (Alfa Alsar).

Additionally for single cell samples:

HBSS (Life Technologies GmbH).
Methanol (Th. Geyer).
3× SSC (Carl Roth GmbH) *or* DPBS (Gibco).
BSA (Sigma‐Aldrich).
RNAse Inhibitor (RNaseOUT, Life Technologies *or* SuperRNase IN, Life Technologies GmbH).
DTT (Carl Roth GmbH).

##### Dissociation

Dissociate samples as usual but supplement buffers with 10 mM 4sU for at least 30 min of the dissociation procedure to allow for 4sU uptake. Limit exposure to light as much as possible as 4sU is light sensitive.

The exact concentration of 4sU may need to be titrated for different tissues to reach a balance between deeper penetration and potential toxicity.

For bulk samples:

After dissociation (and cell sorting, if desired), extract RNA using your method of choice, again limit exposure to light.
Resuspend extracted RNA in RNAse free water (with no reducing agent added!) and start IAA treatment as soon as possible.

Based on Herzog *et al* set up the following reaction:

15 μl RNA in H2O.
25 μl DMSO.
5 μl 100 mM IAA in EtOH.
5 μl 500 mM Na_2_PO_4_.
and heat to 50°C for 15 min in a thermocycler. Put on ice and stop the reaction using 1 μl of 1 M DTT.

Proceed with another round of RNA extraction.

For single cell samples:

Resuspend cells in HBSS and add cold Methanol dropwise to 80% final volume while vortexing slowly.
Set samples to −20°C for at least 30 min to fix.
Add IAA in 20% HBSS/80% MeOH to 10 mM final concentration and set samples to gently agitate at room temperature over night. Avoid vigorous shaking/splashing as it might damage the cells.

After 13 to 16 h rehydrate the fixed cells either using DPBS (as described in Holler *et al*, 2021) or using 3× SSC (based on 10× Genomics recommendations; https://support.10xgenomics.com/permalink/4sImBCtiKcsk6SkwQQuCGM).

For both versions, there is an IAA quenching step (5 min at RT in DTT high buffer) and a subsequent resuspension step (DTT low buffer to pass into the single cell application of choice).

Using DPBS has the advantage of being relatively low in salt and therefore not interfering with reverse transcription whereas a cell suspension prepared in 3×SSC needs to be heavily diluted right before reverse transcription in order to mitigate reverse transcription inhibition. 3×SSC might be more beneficial to cell integrity in some samples, so test accordingly.

For the DPBS protocol:

Spin down at max. 1,000 *g* for 5–10 min at 4°C (adjust speed and duration in case of cell damage), remove the supernatant and resuspend in quenching buffer (DBPS, Gibco; 0.1% BSA, Sigma‐Aldrich; 1 U/μl RNaseOUT, Life Technologies; 100 mM DTT, Carl Roth).
Incubate at room temperature for 5 min.
Spin down again (same parameters as before) and resuspend sample in pre‐cooled resuspension buffer (DPBS, 0.01% BSA, 0.5 U/μl RnaseOUT, 1 mM DTT – required by RnaseOUT).
Keep sample on ice.
Pass through a strainer if needed for downstream application, count cells and proceed to single cell library preparation as fast as possible to avoid cell agglomerates forming.

For the 3×SSC protocol:

Spin samples down at 1,000 *g* and 4°C for 5–10 min, remove the supernatant and resuspend in quenching buffer (3× SSC, Carl Roth GmbH; 0.1% BSA; 1 U/μl SuperRNase IN, Life Technologies GmbH; 100 mM DTT).
Incubate at room temperature for 5 min.
Spin down again (same parameters as before) and resuspend sample in pre‐cooled resuspension buffer (1.5× SSC, 0.5 U/μl SuperRNase IN, 0.01% BSA). SSC concentration can be adjusted up to 3× SSC if cell numbers allow higher dilution factors downstream. The amount of SSC introduced into reverse transcription needs to be as low as possible in avoid inhibiting the reaction.
Pass through a strainer if needed for downstream application, count cells and proceed to single cell library preparation as fast as possible to avoid cell agglomerates forming.

##### Analysis

Custom software is available at github as described in the data availability section, or alternatively use other published SLAM‐seq software.

## Author contributions

**Jan Philipp Junker:** Conceptualization; funding acquisition; writing – original draft; project administration; writing – review and editing. **Anika Neuschulz:** Conceptualization; data curation; software; formal analysis; validation; investigation; visualization; methodology; writing – original draft; writing – review and editing. **Olga Bakina:** Investigation; writing – original draft. **Victor Badillo‐Lisakowski:** Investigation; writing – original draft. **Pedro Olivares‐Chauvet:** Formal analysis; methodology. **Thomas Conrad:** Investigation; methodology. **Michael Gotthardt:** Supervision. **Helmut Kettenmann:** Supervision.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Dataset EV5 Click here for additional data file.

PDF+ Click here for additional data file.

## Data Availability

The datasets and computer code produced in this study are available in the following databases:
RNA‐seq data: Gene Expression Omnibus GSE202949 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202949). Custom code: GitHub (https://github.com/anikaneuschulz/MTglob_pipeline).

# Supplementary material for: A single‐cell RNA labeling strategy for measuring stress response upon tissue dissociation
**Source:** Mol Syst Biol. 2022 Dec 27;19(2):e11147. doi: 10.15252/msb.202211147
**Supplement:** Supplementary file 7 — PDF+

# A single-cell RNA labeling strategy for measuring stress response upon tissue dissociation

Anika Neuschulz<sup>1,2</sup> , Olga Bakina<sup>3</sup>, Victor Badillo-Lisakowski<sup>2,4,5</sup> , Pedro Olivares-Chauvet<sup>1</sup>, Thomas Conrad<sup>6</sup>, Michael Gotthardt<sup>4,5,7</sup> , Helmut Kettenmann<sup>3</sup> & Jan Philipp Junker<sup>1,5,7,\*</sup> ## Abstract

Tissue dissociation, a crucial step in single-cell sample preparation, can alter the transcriptional state of a sample through the intrinsic cellular stress response. Here we demonstrate a general approach for measuring transcriptional response during sample preparation. In our method, transcripts made during dissociation are labeled for later identification upon sequencing. We found general as well as cell-type-specific dissociation response programs in zebrafish larvae, and we observed sample-to-sample variation in the dissociation response of mouse cardiomyocytes despite well-controlled experimental conditions. Finally, we showed that dissociation of the mouse hippocampus can lead to the artificial activation of microglia. In summary, our approach facilitates experimental optimization of dissociation procedures as well as computational removal of transcriptional perturbation response.

**Keywords** cellular stress response; RNA labeling; single-cell transcriptomics; SLAM-seq; tissue dissociation

**Subject Categories** Chromatin, Transcription & Genomics; Methods & Resources

**DOI** 10.15252/msb.202211147 | Received 29 May 2022 | Revised 12 December 2022 | Accepted 13 December 2022 | Published online 27 December 2022

**Mol Syst Biol. (2023) 19: e11147**

## Introduction

Single-cell transcriptomics has emerged as the method of choice for systematic identification of cell types or states in complex tissues. However, tissues typically need to be dissociated into a single-cell suspension for analysis, which triggers a transcriptional response that can confound the downstream analysis (Denisenko *et al*, 2020; Mattei *et al*, 2020). This is particularly problematic when investigating biological perturbations that may resemble dissociation response (e.g. reaction to tissue injury), when comparing conditions that may

be affected differentially by dissociation (e.g. embryonic versus adult tissue), or when analyzing tissues that require harsh dissociation conditions. Dissociation response may lead to batch differences and can also produce artificial transcriptional diversity within a cell type, as was shown for a stress-induced sub-population of stem cells (van den Brink *et al*, 2017). Dissociation protocols, therefore, need to be carefully optimized when performing high-resolution analysis of cellular activation states (Hrvatin *et al*, 2018). General transcription inhibitors have been used for minimizing the influence of tissue dissociation on gene expression measurements (Wu *et al*, 2017), but such treatments can lead to cell death (Bensaude, 2011) and may create biases in the detected gene expression (Cassé *et al*, 1999). Analysis of single nuclei instead of single cells allows for faster sample preparation and can minimize transcriptional stress response as well as other biases (Lacar *et al*, 2016) at the expense of reduced data quality with respect to the number of transcripts and genes detected per cell. It, therefore, remains an important open challenge to directly measure transcriptional response to dissociation. Such an approach could enable systematic experimental optimization of dissociation conditions and allow computational removal of transcriptional dissociation response.

## Results

We reasoned that the scSLAM-seq method for RNA labeling (Erhard *et al*, 2019; Cao *et al*, 2020; Holler *et al*, 2021), which is based on the incorporation of ribonucleotide analogs into newly transcribed RNA, can be repurposed for measuring dissociation response. Adding the uridine analog 4-thiouridine (4sU) to the dissociation reaction should label the transcripts that are synthesized during the dissociation procedure (Fig 1A). After a thiol modification step using iodoacetamide, labeled transcripts can be identified in the sequenced data by characteristic T-to-C substitutions (see “Step by Step protocol”, in the Materials and Methods). Using cultured mouse embryonic stem cells (mESC), we confirmed that our

<sup>1</sup> Quantitative Developmental Biology, Berlin Institute for Medical Systems Biology, Max Delbrück Center for Molecular Medicine, Berlin, Germany

<sup>2</sup> Humboldt-Universität zu Berlin, Berlin, Germany

<sup>3</sup> Cellular Neurosciences, Max Delbrück Center for Molecular Medicine, Berlin, Germany

<sup>4</sup> Neuromuscular and Cardiovascular Cell Biology, Max Delbrück Center for Molecular Medicine, Berlin, Germany

<sup>5</sup> DZHK (German Centre for Cardiovascular Research), Partner Site Berlin, Berlin, Germany

<sup>6</sup> BIH/MDC Genomics Technology Platform, Berlin, Germany

workflow specifically increased the rate of T-to-C transitions (Fig 1B). Typical 4sU concentrations are in the range of 100  $\mu$ M. However, in our cell culture experiments we found that concentrations of up to 10 mM were possible, even for an extended labeling period of 25 h. In the following, we therefore used a concentration of 10 mM 4sU, in order to enable high labeling rates despite the short time window of tissue dissociation and the difficulty of reaching high intracellular 4sU concentrations in the initially multilayered tissue. However, we wish to note that we do not recommend such high concentrations for applications requiring longer labeling times. In general, we would suggest checking the effect of 4sU on transcription for any RNA labeling experiment.

As a first experiment to measure dissociation response in bulk, we compared zebrafish larvae (48 h post fertilization, hpf) treated with 4sU during dissociation to untreated larvae that were homogenized for analysis (Fig 1C). To minimize false positive labeling events (i.e., “labeled” genes in the untreated sample), we required a minimum sequencing quality of Q20 (base call accuracy of 99%) to call a T-to-C substitution, and we filtered against SNPs (single nucleotide polymorphisms) by removing all T-to-C transitions that occurred at a frequency > 25% (Fig EV1). This approach effectively removed false positives and allowed identification of genes that are transcribed during the dissociation procedure based on their high T-to-C transition rate (Fig 1C).

We considered that genes might be detected as highly labeled due to two different reasons: Either these genes are strongly upregulated upon dissociation and constitute a *bona fide* stress response; or, alternatively, the detected genes are expressed constitutively and are not related to stress response, but are merely characterized by a particularly high turnover rate. To distinguish between these two scenarios, we compared zebrafish larvae that were labeled during dissociation to larvae that were labeled *in vivo* via microinjection of 4sU for the same amount of time (30 min) and homogenized for analysis (Fig 1D, Dataset EV1). We found that only 12% of genes (or 11 out of the 95 highly labeled genes) showed high labeling in both conditions, suggesting that genes with high turnover rates are typically not constitutively expressed. The category of high turnover genes mainly consisted of developmental regulators including members of the *her* family and other transcriptional regulators. By contrast, we found a larger set of genes that were labeled more highly in the dissociated compared to the injected and homogenized larvae, and which contained typical stress response genes like *fos/jun* and heat shock genes. Interestingly, we also found a different set of genes that were labeled more highly in the injected larvae. We speculate that such genes might be related to stress response due to injection or might reflect minor differences in staging. After the successful characterization of the approach, we decided to use our method to compare two different protocols for preparation of single-

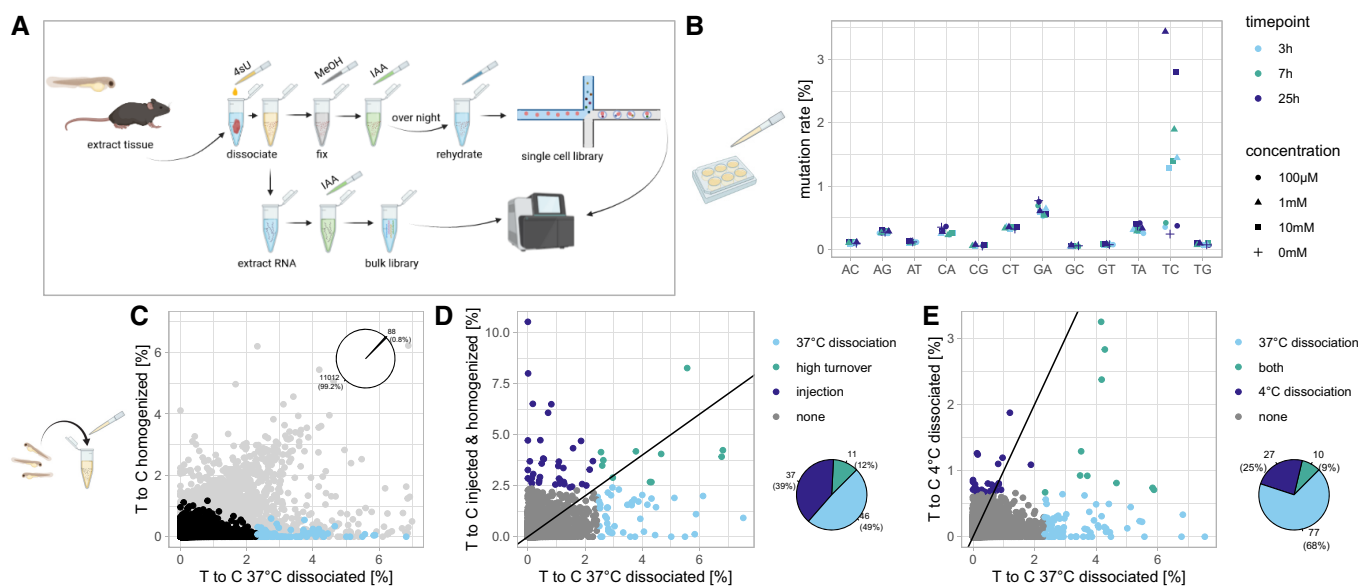

**Figure 1. Measuring dissociation response by RNA labeling.**

- A Experimental workflow for labeling transcripts during dissociation. 4sU is added to the dissociation buffer. For single-cell sequencing, cells are fixed in methanol and a iodoacetamide (IAA) treatment is carried out over night before rehydrating the cells and passing them into the 10 $\times$  chromium workflow. For bulk sequencing, the IAA treatment is carried out on extracted RNA, followed by library preparation. See [Materials and Methods](#) for detailed protocol.
- B Bulk mutation rates in cultured mouse embryonic stem cells after 4sU exposure.
- C T-to-C rates per gene in unlabeled and homogenized vs. labeled and dissociated (30 min, 37°C) 48 hpf zebrafish larvae. Genes with a T-to-C rate  $\geq 5$  standard deviations (SD) are highlighted in blue (~ 1% of genes). For comparison, light gray data points show T-to-C rates without SNP removal, which include many false positives in the unlabeled dataset.
- D T-to-C rates per gene in 4sU injected (30 min incubation) and homogenized 48 hpf zebrafish larvae vs labeled and dissociated (30 min, 37°C) larvae. Genes with T-to-C rate  $\geq 5$  SD in one or both samples are highlighted.
- E T-to-C rates per gene in cold dissociated (30 min, 4°C) 48 hpf zebrafish larvae vs warm dissociated (30 min, 37°C) larvae. Genes with T-to-C rate  $\geq 5$  SD in one or both samples are highlighted.

cell suspensions: a standard dissociation at 37°C and a cold dissociation at 4°C. As expected, we found a lower degree of labeling upon cold dissociation, which might reflect more gentle dissociation conditions as well as overall reduction of gene expression activity at 4°C (Fig 1E). However, cold dissociation still led to expression of heatshock genes, and we also observed upregulation of a cold dissociation-specific gene set (Dataset EV1).

Next, we applied our approach to adult mouse cardiomyocytes, which require more extensive dissociation procedures involving isolation of cells after perfusion of the extracted heart (Rudolph *et al*, 2019; Materials and Methods), and might therefore be affected by stronger dissociation response. Similar to zebrafish larvae, we found that RNA labeling during dissociation led to identification of a small set of genes (~ 0.8% or 44 out of 5,244 detected genes) with high labeling rates (Figs 2A and EV2). Importantly, addition of 4sU during dissociation did not lead to detectable gene expression changes compared to dissociation without 4sU, suggesting that the 4sU treatment does not create gene expression artifacts (Fig EV2B and C). We decided to use this system to assess the reproducibility of dissociation response by comparing five samples of adult cardiomyocytes. While four of these samples were processed under identical conditions, we increased the temperature during dissociation from 37°C to 42°C in one sample (adult 5) for comparison. Additionally, we added three replicates of prenatal cardiomyocytes, which can be isolated with a milder dissociation procedure (Materials and Methods), and which we hypothesized to show a lower level of dissociation response. We noticed that, in addition to a shared set of labeled genes (including genes involved in metabolic and regulatory processes regarding cell death and response to stress), the

replicates also showed distinct sample-specific transcriptional profiles (Fig 2B–D, Dataset EV2). In particular, sample adult 5 (42°C dissociation) displayed a more pronounced stress response, including GO terms related to unfolded protein response (Dataset EV2). This suggests that, at least in experimentally challenging systems like the heart, minor differences during the dissociation procedure can result in qualitatively different perturbation responses, which may potentially manifest as batch effects in single-cell RNA-seq datasets. However, we could also identify a core set of 17 genes that were strongly labeled in at least three of the five adult samples, including some genes known to be involved in stress response (*Fos/Jun*, *Atf3*, *Gadd45g*), members of the actin family and extracellular matrix components, as well as five so far unclassified genes (Dataset EV3). In comparison, the prenatal cardiomyocytes showed a weaker dissociation response, with a high degree of similarity among the replicates (Fig 2C and D). In summary, we conclude that RNA labeling during tissue dissociation is an effective method for identifying genes whose expression may be dominated by stress response. While we were able to determine a core set of dissociation response genes in adult cardiomyocytes, we also detected a substantial amount of sample-to-sample variation. Furthermore, we observed differences in dissociation response between prenatal and adult cardiomyocytes, which may be problematic when performing comparisons between these conditions without correcting for dissociation response.

After the bulk analysis of zebrafish larvae and mouse cardiomyocytes, we next wanted to investigate dissociation response at single-cell level. For this analysis we again chose to work with zebrafish larvae at 48 hpf, comparing three conditions for

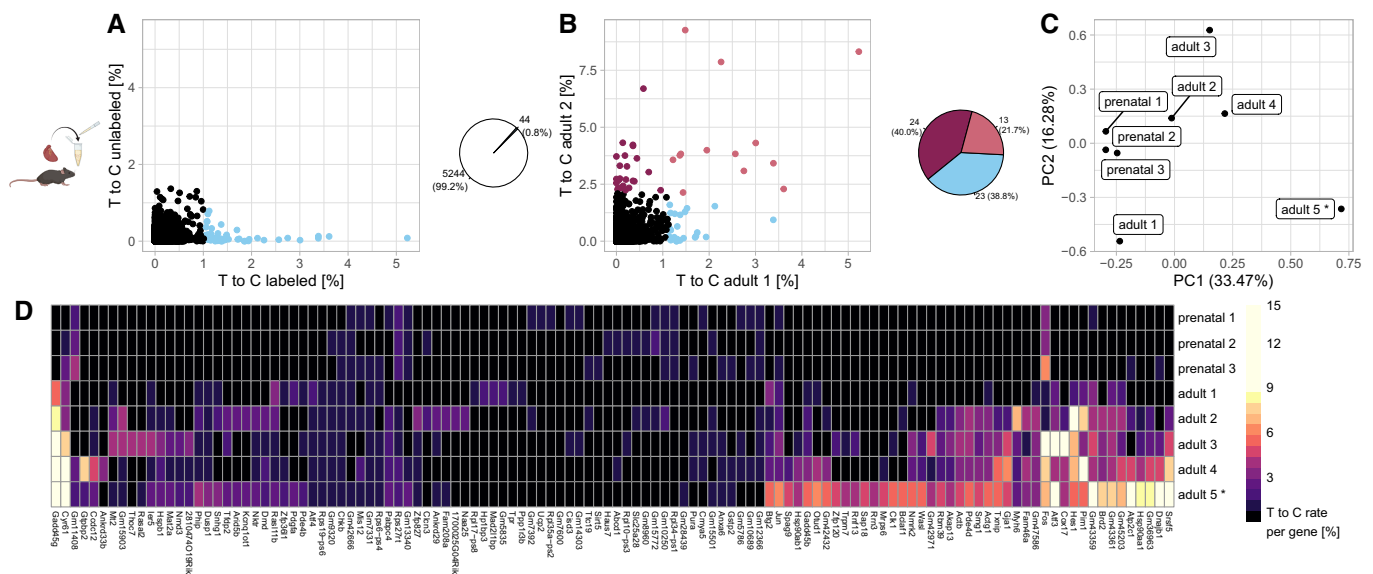

**Figure 2. Variation of dissociation response in similar samples.**

- A T-to-C rates per gene in labeled (4sU added) and unlabeled (no 4sU added) adult mouse cardiomyocytes. Blue (~ 1% of genes): T-to-C rate  $\geq 5$  SD.
- B Comparison of the labeled sample in (A) to a biological replicate. Genes with T-to-C rate  $\geq 5$  SD in one or both samples are highlighted.
- C Principal component analysis of dissociation response in prenatal and adult cardiomyocytes. PCA was calculated based on T-to-C rates of all genes which had a T-to-C rate  $\geq 1$  SD of the mean in at least one sample. Sample adult 5 was dissociated at 42°C, all others at 37°C.
- D Heatmap showing consensus and sample specific dissociation response. Genes shown have a T-to-C rate  $\geq 5$  SD of the mean in at least one sample. Sample adult 5 was dissociated at 42°C, all others at 37°C.

preparation of a single-cell suspension (Materials and Methods): 30 min dissociation; 30 min dissociation followed by FACS (which we here used to sort for cells of expected size and granularity; 10 min sort plus 20 min of setup and washes); and finally 30 min dissociation and a similar FACS procedure, followed by 30 min on ice (to simulate waiting times that arise when preparing multiple samples). To analyze RNA labeling on the single-cell level, we fixed the dissociated and 4sU-treated cells in methanol, followed by

iodoacetamide treatment in intact cells (Holler *et al*, 2021) and library preparation using the 10× Genomics Chromium system (Materials and Methods). In total we sequenced ~25,200 cells, which computationally clustered into 16 main cell types (Figs 3A and EV3, Materials and Methods). Comparing the three dissociation conditions, we observed overall low batch effects (Fig 3B), with the exception of neuronal cells, which showed higher levels of mitochondrial reads in the non-FACsed samples, suggesting a depletion

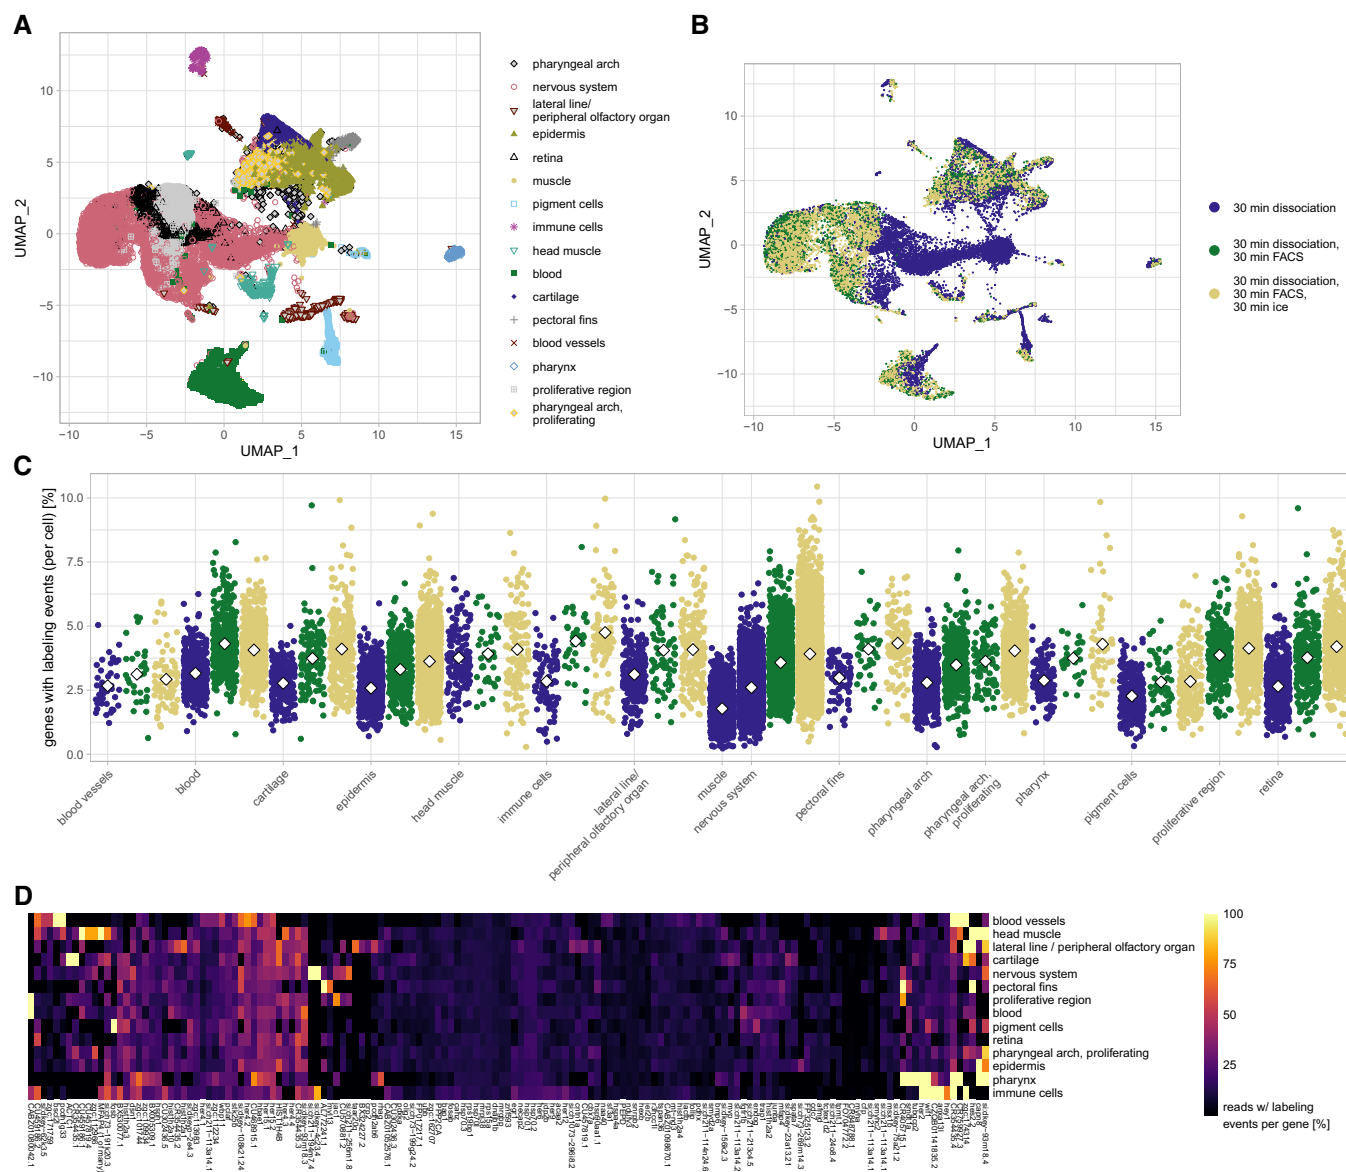

**Figure 3. Shared and cell type specific dissociation response.**

- A Clustering of 48 hpf zebrafish larvae cells dissociated at 37°C for 30 min and either fixed immediately or FACS sorted and incubated further on ice (see Materials and Methods for details).
- B Sample of origin for the clustering shown in (A).
- C Percentage of genes with labeling events for each cell shown in (A) and (B). White diamonds indicate mean values. Not all cell types could be found in every sample (e.g. muscle cells were depleted in FACS samples, see main text).
- D Heatmap showing cell type specific and core dissociation response in 48 hpf zebrafish larvae cells dissociated (30 min, 37°C), FACS sorted and incubated on ice for 30 min. Genes shown have at least 250 reads with  $\geq 10\%$  of those containing  $\geq 2$  labeling events in at least one cell type.

of low quality cells through FACS. Furthermore, muscle cells were depleted in the FACSed samples, which again suggests that these cells were lost, possibly due to their larger size (Fig EV3). Analysis of T-to-C rates showed higher labeling of the FACSed samples, in line with their longer incubation time after exposure to 4sU as well as differences in labeling rate between the detected cell types (Fig 3C). Comparison of the most highly labeled genes ( $> 10\%$  of UMIs with  $\geq 2$  labeling events) revealed a shared dissociation program across cell types including genes such as *endog*, *pclaf*, members of the heat shock family and *fos/jun* family, as well as cell type specific programs (Fig 3D, Dataset EV4). In summary, we demonstrate that single-cell RNA labeling can be used to measure dissociation response in a sample and cell type specific manner.

As a second test case for single-cell analysis of dissociation response, we chose to work with mouse microglia, which are known to have important functions in brain homeostasis and

disease (Keren-Shaul *et al*, 2017; Hammond *et al*, 2019; Olah *et al*, 2020). Microglia exhibit great transcriptomic variety (Zeisel *et al*, 2018; Ochocka *et al*, 2021) and have been demonstrated to react upon enzymatic digestion (Mattei *et al*, 2020; Marsh *et al*, 2022). We decided to focus on microglia contained in the mouse hippocampus, a brain region that allows for consistent dissection (Fig 4A). We dissociated the samples using a mild protocol optimized for gentle dissociation of brain tissue and subsequent isolation of microglia (Materials and Methods). Clustering analysis revealed the expected cell types, including microglia as well as a subgroup of activated microglia (Fig 4B and C). Given the known sensitivity of microglia to changes in their environment, we wondered whether the sub-cluster of activated microglia characterized by *fos/jun* expression might be an experimental artifact caused by tissue dissociation. Indeed, we found that the activated microglia fully merged with the main microglia cluster when removing all

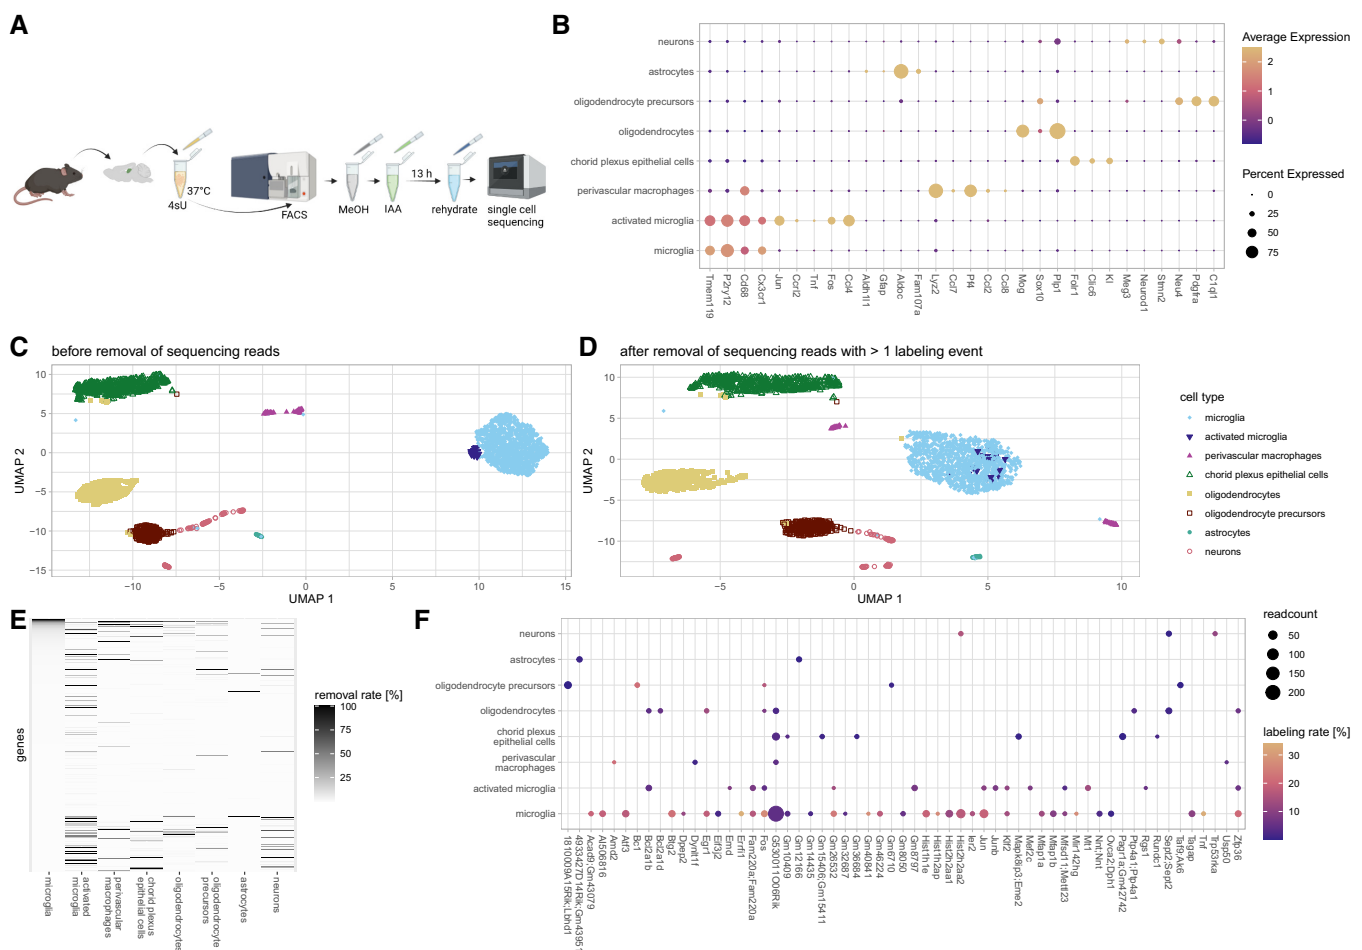

**Figure 4. Single-cell analysis of dissociation response in the mouse hippocampus.**

- A** Experimental workflow for RNA labeling in hippocampus cells during dissociation. Hippocampi are extracted, dissociated in the presence of 4sU (30 min, 37°C) and sorted for live cells. Sorted cells are fixed in methanol before IAA treatment and rehydration, followed by the standard 10x genomics workflow.
- B** Marker gene expression in sorted mouse hippocampus cells.
- C, D** Clustering of sorted mouse hippocampus cells before (C) and after (D) removal of UMIs with 2 or more labeling events.
- E** Removal rates of reads per gene and cell type.
- F** Labeling rates and counts of removed reads. Genes with at least 5% of reads (min 3 reads) removed are shown.

transcripts with  $\geq 2$  T-to-C conversions from the dataset (Figs 4C and D, and EV4). Of note, in this analysis we only removed individual labeled transcripts, but we retained all transcripts of the corresponding genes with  $< 2$  T-to-C conversions, so no genes were excluded from further analysis. This observation clearly demonstrates the ability of our approach to separate dissociation response from real biological effects, thereby increasing the resolution of single-cell RNA-seq analysis. While the overall fraction of labeled transcripts was low ( $< 1\%$ ), for a small group of genes  $> 50\%$  of reads were removed as putative dissociation response (Fig 4E). Transcriptional dissociation response varied between different cell types and was strongest in microglia (Fig 4F). We applied GO term analysis to genes for which  $\geq 3$  transcripts with  $\geq 2$  labeling events were removed and observed  $\sim 90\%$  of those genes contributing to stress/death related GO terms in activated microglia. For non-activated microglia  $\sim 45\%$  fell into this category. None of the other cell populations had a considerable portion of stress or death related GO terms (Dataset EV5).

Discussion

In summary, our analysis revealed that SLAM-seq can be used for measuring dissociation response, a major confounding factor in single-cell RNA-seq analysis. Our combined experimental and computational approaches allow identification and removal of transcripts that are made during tissue dissociation, which can help identify experimental artifacts and increase the resolution of subsequent analysis. Here we used analysis on the bulk and single-cell level for measuring dissociation response. Our scSLAM-seq protocol is based on the 10 $\times$  Genomics Chromium system and requires methanol fixation of cells prior to iodoacetamide treatment. While we did not observe any reduction of data

quality following methanol treatment, we wish to note that there are other methods for preparation of scSLAM-seq libraries that do not require fixation (Erhard *et al*, 2019; Hendriks *et al*, 2019; Qiu *et al*, 2020).

Using SLAM-seq for measuring dissociation response may be particularly useful for cell types that are suspected to produce dissociation artifacts, either because harsh dissociation conditions are required (e.g. cardiomyocytes) or because the cells are particularly responsive to perturbation (e.g. microglia). Our analysis identified a core set of genes that should be considered as problematic because they consistently appear in the dissociation response of different cell types and systems. However, in addition to this generic dissociation response signature, we observed that different cell types and individual samples can also react in distinct ways to dissociation. For microglia from the mouse hippocampus, we demonstrated that activation response caused by tissue dissociation can be computationally corrected by removing labeled transcripts from the analysis. While it should be possible to regress out dissociation response from scRNA-seq datasets based on our list of core dissociation genes without performing additional SLAM-seq experiments, akin to removal of cell cycle effects in scRNA-seq, we wish to note that this can be potentially problematic, since cellular stress response may not only be due to dissociation but can also be caused by biological factors. Activated microglia are an example for this scenario: While we found microglia activation to be an artifact created by tissue dissociation in Fig 4, microglia activation can also arise disease contexts. By regressing out dissociation-related programs, one might therefore also inadvertently remove a *bona fide* biological response from the tissue sample. In contrast to dissociation response, the cell cycle is a well-defined gene expression program that is strongly separated from other cellular programs (Schwabe *et al*, 2020); hence, no such concerns apply to computational removal of cell cycle effects.

Materials and Methods

Reagents and Tools table

Reagents and Tools table (continued)

Reagents and Tools table (continued)

## Methods and Protocols

### Animals

All animal procedures were conducted as approved by the local authorities (LAGeSo, Berlin, Germany).

**Zebrafish:** Fish were maintained according to standard laboratory conditions. For larval experiments, we set up group crosses of AB wild type fish and the larvae were grown to 48 hpf in egg water at 28°C. The chorions were removed manually at 24 hpf.

**Mice:** Animals were kept according to the rules for Animal Welfare of the German Society for Laboratory Animal Science under a 12 h/12 h dark–light cycle at 22 ± 2°C and 55 ± 10% humidity with food and water supply *ad libitum*.

Data collection and analysis were not performed blind due to the conditions of the experiments.

### Cell culture

On day 1 CD1 feeder cells (derived from CD1 mice, Charles River) were seeded at a density of ~ 800 M cells per plate in gelatinized 9 × 6 cm plates with ESCM media (Knockout Dulbecco's Modified Eagle's Medium (DMEM), 4,500 mg/ml glucose, with sodium pyruvate (Gibco, #10829-018), 15% fetal calf serum (FCS; Superior, Biochrom, #S0615), 1× glutamine (100×, Lonza, #BE17-605E),

200 mM, 1× penicillin/streptomycin (100×, Lonza, #DE17-603), 1× nonessential amino acids (Gibco, #11140-35), 1× fresh 10 mM β-mercaptoethanol (Sigma #M-7522; 2-ME), 1× nucleosides (Chemicon #ES-008D)) and incubated at 37°C. On day 2 G4 ES cells (George *et al*, 2007) were seeded on top of the feeder cells (~ 250 M cells per plate) and the medium changed to ESCM + LIF (0.01% LIF Murine Leukemia Inhibitory Factor ESGROTM; 10<sup>7</sup> U/ml, Chemicon, #ESG1107). On day 3 the medium was changed with fresh ESCK + LIF. On day 4 10 mM, 1 mM or 100 μM 4sU were added and the cells incubated for 2 h, 6 h or 24 h.

After the incubation period, the cells were washed twice with PBS (Lonza #BE17-512F) and trypsinized for 7 min at 37°C with 1 ml trypsin 0.05% (Gibco #25300-054). Trypsinization was stopped by adding 9 ml ESCM + LIF. Cells were spun down for 5 min at 1,100 rpm at RT and resuspended in the same media (containing 4sU). In order to deplete feeder cells the trypsinized cells were plated again in fresh gelatinized plates and left to attach for 1 h at 37°C. Afterwards the supernatant (containing non-attaching ES cells) was spun down for 5 min at 1,100 rpm and resuspended in 1 ml of TRIzol (Life Technologies GmbH #15596018). The sample was vortexed to facilitate lysis and stored at –20°C.

All cells were tested for mycoplasma prior to culturing.

### Injecting 4sU into 48 hpf zebrafish larvae

Zebrafish larvae were injected with 5 nl 4sU (100 mM in 10 mM Tris•HCl pH 7.4, (Merck Chemicals GmbH #T4509) with Dextran fluorescein (Thermo Fisher Scientific #7136)) using a glass needle into the duct of Cuvier. Injected larvae were incubated at 28°C for 30 min. Successful injection into the bloodstream was then confirmed by fluorescence microscopy (Leica M165 FC) and larvae showing fluorescence all over the blood vessels were selected. Per experiment we anesthetized 10 selected larvae on ice for 5 min before removing the supernatant and resuspending the larvae in 500 µl TRIzol for homogenization (PerlmühlenHomogenisator Fisher Scientific GmbH).

### Labeling of RNA during dissociation

In general, we added 10 mM 4sU to the dissociation buffers and aimed for an incubation time of at least 30 min while continuing to perform the usual steps of each individual dissociation protocol. Detailed protocols were the following.

#### Dissociation of zebrafish larvae

Ten dechorionated larvae were anesthetized by placing them in 2 ml centrifuge tubes on ice for 5 min. We then washed them twice using ice cold HBSS (Life Technologies GmbH #14175095) and removed the supernatant afterwards. For dissociation, the larvae were either:

- resuspended in 500 µl TrypLE Mix (1×TrypLE (Life Technologies GmbH #A1217701) in HBSS, 1 mM EDTA pH 8 (Molekula #900493), 10 mM 4sU for labeled sample) and incubated at 37°C for 30 min (single cell and bulk).

or

- resuspended in 200 µl psychrophilic protease mix (1× Native Bacillus licheniformis Protease (Creative Enzymes #NATE-0633) in HBSS, 10 mM 4sU) and incubated on ice for 30 min (bulk only). Dissociation was aided by pipetting up and down with a 200 µl tip ~ 25 times every 5 min.

When all visible tissue had disappeared, we inactivated the enzymes by adding 15 µl 10% BSA (Sigma-Aldrich; #A4503) to the suspension and spun down at 1,000 g for 5 min (4°C). Finally, the cells were washed once in ice cold HBSS (no 4sU added).

Samples for bulk library preparation (Fig 1) were resuspended in Trizol afterwards.

For the single cell samples (Fig 3), we fixed the first one in Methanol (see below) immediately, while the other two were submitted to FACS sorting with the gates set to include everything apart from very small debris and extremes in size and granularity. The samples were stored on ice for ~ 15 min during FACS setup. Sorting lasted 10 min per sample with no 4sU present in the FACS buffer (HBSS w/1% BSA). 10 mM 4sU was added to the FACS buffer in the cooled receiving tube. Both samples were spun down and washed immediately after their sort before we resuspended the cells in ice cold HBSS (no 4sU added). Sample 2 was fixed in methanol directly afterwards, while sample 3 was left to incubate on ice for another 30 min in order to simulate waiting times when preparing multiple samples. Eventually, sample 3 was also fixed using methanol.

### Preparation of adult cardiomyocytes

Single cardiomyocytes were prepared from 10-week-old male wild-type mice maintained on a C57BL/6N background (Jackson Laboratories). Mice were sacrificed by cervical dislocation, the hearts excised and digested via retrograde perfusion with Liberase (Rudolph et al, 2019). Perfusion was started with 3 ml/min Perfusion buffer (Stock perfusion buffer (PS00000452), 10 mM 2,3-Butanedionemoxime (BDM), 5.5 mM Glucose (Sigma-Aldrich #G7528)) for 4 min at 37°C (42°C for sample 5), and then switched to Digestion buffer (Perfusion buffer pH 7.46 (PS00000451), 0.25 mg/ml Liberase blendzyme 1 (Roche #1988417), 0.14 mg/ml trypsin (Gibco/Invitrogen #15090046), 12.5 µM CaCl<sub>2</sub>) for 8 min. The hearts were transferred from the Langendorff perfusion system to a dish containing 2.5 ml Digestion buffer, where the left ventricle (LV) was cut. After mincing for 2 min, the LV tissue was transferred to a dish with 2.5 ml Stop buffer (Perfusion buffer pH 7.46 (PS00000451), 10% Bovine calf serum (HyClone #SH30073), 12.5 µM CaCl<sub>2</sub>) and dissociated by pipetting for 4 min. Cardiomyocytes were sedimented by gravity for 10 min. Then, the supernatant was transferred to a new tube and centrifuged for 1 min at 180 g to pellet the remaining cardiomyocytes. After discarding the supernatant, the pellet was resuspended in 10 ml Stop buffer and combined with the initial cardiomyocyte pellet. After filtering with a 100 µm strainer and cell counting, the suspension was centrifuged again and the resulting cardiomyocyte pellet was resuspended in 1.3 ml TRIzol and stored at -80°C. In those preparations with 4-Thiouridin, 10 mM 4sU was added to the Digestion and Stop buffers from ventricular mincing to last centrifugation steps before resuspension in TRIzol. The total 4sU incubation time was always 30 min at room temperature, and the untreated controls followed identical handling and step durations. Live, rod-shaped cardiomyocyte counts were in the range of 2.25–7.25 × 10<sup>5</sup> per preparation.

### Preparation of embryonic cardiomyocytes

Pregnant C57BL/6N (Jackson Laboratories) female mice were sacrificed by cervical dislocation. E17.5 embryos were removed, rinsed in PBS and transferred to a 35-mm dish with cold PBS. Embryonic hearts were microdissected away from the embryo and placed in another dish with PBS and 10 mM 4sU. The hearts were finely minced with a scalpel and transferred into a tube with 1.5 ml pre-warmed 0.25% trypsin–EDTA (Thermo Fisher Scientific #25200056) and 10 mM 4sU. The hearts were digested for 15 min at 37°C with several rounds of vigorous pipetting and then centrifuged at 400 g for 3 min. The cell pellet was washed twice in 20% FCS in PBS solution, centrifuged and resuspended in 1 ml PBS. The remaining cell suspension was incubated for 30 min in the dark with 1 µl reconstituted fluorescent reactive dye (Thermo Fisher Scientific #L34955) to determine cell viability. After another wash in PBS, cells were resuspended in 0.5 ml 5% FCS in PBS solution. The cell suspensions were then incubated with 1 µg/ml Alexa Fluor 647 Rat Anti-Mouse VCAM-1 (BD Biosciences #561612) for 15 min in the dark. The cells were centrifuged at 450 g for 5 min, resuspended in PBS and filtered using a 70 µm strainer into a polypropylene tube. Live, VCAM-1<sup>+</sup> cardiomyocytes were sorted using a BD FACSARIA II (BD Biosciences), transferred to 1.5 ml tubes and centrifuged at 450 g for 5 min. The cell pellets were resuspended in 1 ml TRIzol and stored at -80°C. All steps after embryo removal were done at 4°C except

for tissue digestion with trypsin (37°C). The total 4sU incubation time was always for 30–40 min.

#### Microglia and hippocampus cell isolation

All mice used in this study were based on a C57BL/6 background and aged 10–14 weeks. Animals were perfused with PBS before the brain extraction. Cells were isolated using the Adult Brain Dissociation Kit (ABDK, Miltenyi Biotec #130-107-677). In brief, mice were anesthetized (Narcorene, 100 mg/kg, i.p., Merial GmbH, Germany) and perfused transcardially with 10 ml of 0.9% saline solution containing 1 U/ml of heparin (Heparin-Natrium-250,000-ratiopharm, Ratiopharm, Ulm, Germany) followed by 50 ml of 0.1 M PBS (pH 7.4). Next, the brains were gently extracted from the skull (Papouin & Haydon, 2018) and immediately placed in ice cold HBSS. For the hippocampus isolation, brains were put on an ice cold metal platform and the hippocampus was dissected out of the whole brain as described by Spijker, 2011. Hippocampi were then placed in the ABDK enzyme mix and dissociated for 30 min at 37°C according to the manufacturer's instructions in the presence of 10 mM 4sU. Afterwards the cell suspension underwent myelin removal with 35% SIP (Solution Isotonic Percoll) for 25 min at 4°C. Live cells were sorted next with all steps being performed on ice and/or with pre-chilled buffers and equipment at 4°C. Cells were stained with BD Pharmingen™ Calcein AM dye for live/dead cell staining (BD Pharmingen #564061) at 10 µM final concentration for 30–40 min on ice. Afterwards the cell suspension was spun down for 5 min at 300 g, before being resuspended in 500 µl of FACS buffer. Next, cells were sorted using an ARIA II sorter with 70 µl nozzle at the speed of 10 k cells/s.

#### Bulk library preparation

##### RNA extraction

Bulk RNA was extracted using the Trizol-chloroform-isopropanol method as described in Junker *et al.*, 2014. In brief, we added 0.5 µl GlycoBlue (Life Technologies GmbH #AM9516) to 500 µl of sample in Trizol, mixed well and incubated the tubes at RT for 15 min before adding 100 µl of Chloroform (Carl Roth, #3313.1). After shaking vigorously, the samples were incubated at RT for 5 min and then centrifuged for 15 min at 12,000 g in a centrifuge cooled to 4°C to aid phase separation. We carefully transferred 250 µl of the aqueous phase to a new tube, added 250 µl of isopropanol (Carl Roth, #9781.1), shook well and incubated the samples over night at –20°C.

The next morning the samples were centrifuged for 10 min at 12,000 g (4°C) and the resulting pellets washed in 500 µl 70% ethanol. Finally, we resuspended the RNA in RNase free water to continue with IAA treatment.

##### IAA treatment

Based on Herzog *et al.*, 2017 we performed an IAA derivatization treatment at 50°C for 15 min in 50% DMSO (Sigma-Aldrich #D8418) / 10% ethanol / 45% water with 10 mM IAA (Merck Chemicals GmbH #11149) and 50 mM Na<sub>2</sub>PO<sub>4</sub> (Alfa Aesar #J60825) present. After IAA treatment, we stopped the reaction by adding DTT (Carl Roth, #6908.1; 40 mM final) and extracted the RNA using another round of RNA extraction in Trizol-chloroform-isopropanol as described above.

#### Library preparation

Bulk libraries were prepared using a slightly modified version of the protocol published in Junker *et al.* (2014). Briefly, we first generated cDNA from up to 50 ng of input material using barcoded primers. Primers (5.4 ng/µl with dNTPs 1 mM each) were annealed for 5 min at 65°C before adding 2 µl RT mix to 2 µl of sample/primer (0.8 µl First Strand buffer; Life Technologies GmbH #18064014), 0.5 µl DTT 100 mM (Life Technologies GmbH #707265), 0.4 µl nuclease free water (Sigma #W3513), 0.2 µl RNaseOut (Life Technologies GmbH #10777019), 0.2 µl superscript II (Life Technologies GmbH #18064014). The samples were incubated at 42°C for 1 h in a thermal cycler with the lid set to 50°C. Afterwards the enzyme was heat inactivated for 10 min at 70°C.

Second strand synthesis was carried out at 16°C for 1 h after adding 9 µl of second strand mix (5.72 µl Nuclease-free water, 2.5 µl Second-strand buffer (ThermoFisher #10812014), 0.25 µl dNTPs (10 mM total), 0.09 µl DNA ligase (New England Biolabs #M0205L), 0.35 µl *E. coli* DNA Pol I (New England Biolabs #M0209L), 0.09 µl RNase H (New England Biolabs #M0297L)) to the sample. If multiple samples were processed they could be pooled at this stage. We then cleaned the cDNA by adding 0.2 µl AMPpure XP beads (Beckman Coulter #19245300) and 1 µl of bead binding buffer per 1 µl of sample. The resulting cDNA was amplified by *in vitro* transcription using the HiScribe T7 kit (New England Biolabs #E2040S) for 16 h at 37°C.

Residual primers were removed by adding 3 µl Exo I (New England Biolabs #M0293L) and 3 µl rSAP (New England Biolabs #M0371L) to 16 µl of aRNA. Afterwards we fragmented the aRNA by adding 5.5 µl of fragmentation buffer (200 mM Tris-Acetate pH8.1 (Carl Roth GmbH #71251), 500 mM Potassium-Acetate (VWR Chemicals #43763N), 150 mM Mg-Acetate (Carl Roth GmbH #HN11.1)) to the resulting 22 µl of sample and heating to 94°C for 3–6 min. The fragmented aRNA was then cleaned using 1.8× RNAClean XP beads (Beckman Coulter #18816300) and measured using a Qubit 4 Fluorometer (Life Technologies GmbH # q33226) system as well as a TapeStation 4200 (Agilent) high sensitivity RNA device.

A maximum of 250 ng of aRNA was carried over to second RT. 0.5 µl of dNTPs (10 mM total) and 0.5 µl of second RT primer were added to 5 µl of RNA and annealed at 65°C for 5 min. Afterwards second RT mix (5 µl RNA in nuclease free water, 2 µl Second Strand buffer, 1 µl DTT 100 mM, 0.5 µl RNaseOut, 0.5 µl Superscript II) was added and incubated in a thermal cycler for 10 min at 25°C, and then for 1 h at 42°C. Enzymes were inactivated for 10 min at 70°C.

Eventually, we added library PCR mix (10 µl nuclease free water, 25 µl NEBNext PCR mix 2× (New England Biolabs #M0541L), 2.5 µl RP1 primer (10 µM), 2.5 µl RPI index primer (10 µM)) and amplified using the following program:

30 s at 98°C.  
12–15 cycles of:  
10 s at 98°C.  
30 s at 62°C.  
30 s at 72°C.  
10 min at 72°C.  
hold at 10°C.

Libraries were cleaned using AMPpure XP DNA beads at 0.9× followed by 1.0×. Libraries were quantified using the Qubit system as

well as a TapeStation D5000 HS device and sequenced on a NextSeq 500 system (Illumina).

### Single cell methods

#### MeOH fixation and IAA treatment

As described in Holler *et al.*, 2021, cells were spun down and resuspended in HBSS, before cold methanol (Th. Geyer #1437.2511) was added drop-wise while gently agitating on a vortexer. Afterwards the cells were fixed at  $-20^{\circ}\text{C}$  for at least 30 min. For IAA treatment, the samples were brought back to RT and IAA dissolved in 20% HBSS / 80% MeOH was added to a final concentration of 10 mM IAA. The samples were then set to rotate at 1 rpm at RT for 13 h (mouse hippocampus) or 16 h (zebrafish larvae) while taped length-wise to a rotator to avoid splashing and undue strain on the cells.

#### Rehydration and library preparation of zebrafish larvae cells

Methanol fixed cells were rehydrated using DPBS as described in Holler *et al.* (2021).

Briefly, we inactivated the IAA, by spinning down at 1,000 g for 5 min and resuspending the cells in quenching buffer (DBPS, Gibco #14190144, 0.1% BSA, 1 U/ $\mu\text{l}$  RNaseOUT, Life Technologies #10777019, 100 mM DTT, Carl Roth #6908.1). The samples were incubated at room temperature for 5 min. After spinning down again, we resuspended them in DPBS containing 0.01% BSA, 0.5 U/ $\mu\text{l}$  RNaseOUT and 1 mM DTT. Afterwards the cells were then passed through a 35  $\mu\text{m}$  strainer, counted, and immediately loaded onto a 10 $\times$  Chromium Single Cell 3' v3.1 kit (10 $\times$  Genomics #1000121).

Libraries were prepared according to the manufacturer's instructions and sequenced on an Illumina NovaSeq system to a depth of  $\sim 400$  Mio reads per library.

#### Rehydration and library preparation of mouse hippocampus cells

Cells were rehydrated using 3 $\times$  SSC buffer based on the recommendations by 10 $\times$  Genomics (<https://support.10xgenomics.com/permalink/4sImBCtiKcsk6SkwQQQuCGM>). We modified the procedure to accommodate for SLAM-seq as follows:

First the cells were spun down at 1,000 g and  $4^{\circ}\text{C}$  for 10 min, the supernatant was removed and quenching buffer added (3 $\times$  SSC (Carl Roth GmbH #1054.1), 0.1% BSA, 1 U/ $\mu\text{l}$  SuperRNase IN (Life Technologies GmbH #AM2694), 100 mM DTT). We incubated the sample at RT for 5 min on order to quench the remaining IAA. Afterwards the cells were spun down again and resuspended in a small amount of resuspension buffer (1.5 $\times$  SSC, 0.5 U/ $\mu\text{l}$  SuperRNase IN, 0.01% BSA) and loaded onto the chromium controller using a Chromium Single Cell 3' v3.1 kit (10 $\times$  Genomics #1000121). Importantly, the volume of SSC buffer introduced into reverse transcription needs to be as low as possible to avoid inhibiting the reaction.

After successful encapsulation, we proceeded with library preparation according to the manufacturer's instructions. The libraries were sequenced on a NextSeq 500 with about 50–60 Mio reads per library.

### Computational methods

#### Mapping and substitution identification

Reads were demultiplexed using bcl2fastq v2.19. Bulk data was mapped using STAR v2.7.3a to either dr11.95 (zebrafish) or mm38 (Ensembl 100, mouse) including reference information on substitutions (MD tag). Single cell data was mapped using cellranger v6.1.1 to mm38 (Ensembl 98, mouse) or GRCz10 (zebrafish). MD tags were added using samtools v1.14 afterwards.

In the next step, we aggregated information on substitution type, location and sequencing quality as an additional tag (MT tag) in order to save computation time in downstream steps. For quality filtering, we regarded a sequencing quality of 20 as sufficient. Bulk data was annotated using Rsubread (Liao *et al.*, 2019).

#### SNP removal and labeling criteria for bulk data

SNPs were removed by blacklisting all genomic positions where more than 25% of all reads deviated from the reference base. Positions with a total coverage below 10 were blacklisted as well. Labeling rates per gene were then calculated by determining the fraction of non-blacklisted T-positions that showed T to C mutations of sufficient quality. Genes with labeling rates over 5 standard deviations away from the mean of all genes are highlighted in blue and were used for GO term analysis. PCA was carried out on T to C rates of all genes found in both adult and all three prenatal samples which had a T to C rate at least one standard deviation over the mean in at least one sample (in order to reduce noise).

#### Clustering of single cell data

Single cell data was clustered using Seurat (Hao *et al.*, 2021) v4.0.4. For the single cell zebrafish data shown in Fig 3, the datasets were merged after normalizing, scaling and clustering each one individually. Cell types were determined based on marker gene expression for each data set individually before transferring the labels to the merged data set. Minor cell types only present in one or two data sets were removed for clarity (with the exception of muscle cells, which were the only cell type exclusively present in the non-FACSe dataset).

#### Removal of labeled UMIs in single cell data

After initial clustering, labeled UMIs were removed based on T to C mutations of a sequencing quality of at least 20. Afterwards count matrices were re-generated using custom code and again clustered using the same settings in Seurat.

Labeling rates in removed UMIs were calculated by determining the fraction of T-positions that showed T to C mutations of sufficient quality.

#### GO-term analysis (for bulk and single cell data)

GO-term analysis was performed on genes with labeling rates over 5 standard deviations away from the mean of all genes (bulk data) or all genes that have more than 3 reads with 2 or more labeling events (mouse single cell data) using the generic gene ontology term finder provided by Princeton University (<https://go.princeton.edu/cgi-bin/GOTermFinder>).

### Step-by-step protocol

#### Materials

Reagents and supplies for the tissue specific dissociation protocol.

4sU (Merck Chemicals GmbH).

Iodoacetamide (Merck Chemicals GmbH).

Additionally for bulk samples:

RNA extraction supplies (Trizol-chloroform-isopropanol based extraction tested).

DMSO (Sigma-Aldrich).

Ethanol.

$\text{Na}_2\text{PO}_4$  (Alfa Aesar).

Additionally for single cell samples:

HBSS (Life Technologies GmbH).  
Methanol (Th. Geyer).  
3× SSC (Carl Roth GmbH) or DPBS (Gibco).  
BSA (Sigma-Aldrich).  
RNase Inhibitor (RNaseOUT, Life Technologies or SuperRNase IN, Life Technologies GmbH).  
DTT (Carl Roth GmbH).

### Dissociation

Dissociate samples as usual but supplement buffers with 10 mM 4sU for at least 30 min of the dissociation procedure to allow for 4sU uptake. Limit exposure to light as much as possible as 4sU is light sensitive.

The exact concentration of 4sU may need to be titrated for different tissues to reach a balance between deeper penetration and potential toxicity.

For bulk samples:

After dissociation (and cell sorting, if desired), extract RNA using your method of choice, again limit exposure to light. Resuspend extracted RNA in RNase free water (with no reducing agent added!) and start IAA treatment as soon as possible.

Based on Herzog *et al* set up the following reaction:

15 µl RNA in H<sub>2</sub>O.  
25 µl DMSO.  
5 µl 100 mM IAA in EtOH.  
5 µl 500 mM Na<sub>2</sub>PO<sub>4</sub>.  
and heat to 50°C for 15 min in a thermocycler. Put on ice and stop the reaction using 1 µl of 1 M DTT.

Proceed with another round of RNA extraction.

For single cell samples:

Resuspend cells in HBSS and add cold Methanol dropwise to 80% final volume while vortexing slowly.

Set samples to −20°C for at least 30 min to fix.

Add IAA in 20% HBSS/80% MeOH to 10 mM final concentration and set samples to gently agitate at room temperature over night. Avoid vigorous shaking/splashing as it might damage the cells.

After 13 to 16 h rehydrate the fixed cells either using DPBS (as described in Holler *et al*, 2021) or using 3× SSC (based on 10× Genomics recommendations; <https://support.10xgenomics.com/permalink/4sImBCtiKcsk6SkwQQuCGM>).

For both versions, there is an IAA quenching step (5 min at RT in DTT high buffer) and a subsequent resuspension step (DTT low buffer to pass into the single cell application of choice).

Using DPBS has the advantage of being relatively low in salt and therefore not interfering with reverse transcription whereas a cell suspension prepared in 3×SSC needs to be heavily diluted right before reverse transcription in order to mitigate reverse transcription inhibition. 3×SSC might be more beneficial to cell integrity in some samples, so test accordingly.

For the DPBS protocol:

Spin down at max. 1,000 g for 5–10 min at 4°C (adjust speed and duration in case of cell damage), remove the supernatant and resuspend in quenching buffer (DBPS, Gibco; 0.1% BSA, Sigma-Aldrich; 1 U/µl RNaseOUT, Life Technologies; 100 mM DTT, Carl Roth).

Incubate at room temperature for 5 min.

Spin down again (same parameters as before) and resuspend sample in pre-cooled resuspension buffer (DPBS, 0.01% BSA, 0.5 U/µl RNaseOUT, 1 mM DTT – required by RNaseOUT).

Keep sample on ice.

Pass through a strainer if needed for downstream application, count cells and proceed to single cell library preparation as fast as possible to avoid cell agglomerates forming.

For the 3×SSC protocol:

Spin samples down at 1,000 g and 4°C for 5–10 min, remove the supernatant and resuspend in quenching buffer (3× SSC, Carl Roth GmbH; 0.1% BSA; 1 U/µl SuperRNase IN, Life Technologies GmbH; 100 mM DTT).

Incubate at room temperature for 5 min.

Spin down again (same parameters as before) and resuspend sample in pre-cooled resuspension buffer (1.5× SSC, 0.5 U/µl SuperRNase IN, 0.01% BSA). SSC concentration can be adjusted up to 3× SSC if cell numbers allow higher dilution factors downstream. The amount of SSC introduced into reverse transcription needs to be as low as possible in avoid inhibiting the reaction.

Pass through a strainer if needed for downstream application, count cells and proceed to single cell library preparation as fast as possible to avoid cell agglomerates forming.

### Analysis

Custom software is available at github as described in the data availability section, or alternatively use other published SLAM-seq software.

## Data availability

The datasets and computer code produced in this study are available in the following databases:

- RNA-seq data: Gene Expression Omnibus GSE202949 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202949>).
- Custom code: GitHub ([https://github.com/anikaneuschulz/MTglob\\_pipeline](https://github.com/anikaneuschulz/MTglob_pipeline)).

**Expanded View** for this article is available [online](#).

### Acknowledgements

We acknowledge support by MDC/BIMSB core facilities (mouse and zebrafish facilities, genomics, bioinformatics, flow cytometry), we thank I. Gomez-Argente for help with cell culture experiments, J. Richter, R. Schäfer, J. Mintcheva and N. Mitic for support with zebrafish experiments, and A. Eisenmann, M. Radke and H.-P. Rahn for expert technical assistance. Work in JPJ's laboratory was funded by a Multiscale Omics grant from the Berlin Institute of Health (BIH), by Helmholtz AI grant SC-SLAM-ATAC (ZT-I-PF-5-54), and by the DZHK (Berlin partner site project 81Z0100112). MG's laboratory is supported

by a grant from the Leducq foundation and the DFG. AN was supported by a PhD fellowship from *Studienstiftung des deutschen Volkes*. Artwork in Figs 1, 4 and EV1 was created using [BioRender.com](https://BioRender.com). Open access funding enabled and organized by Projekt DEAL.

## Author contributions

**Jan Philipp Junker:** Conceptualization; funding acquisition; writing – original draft; project administration; writing – review and editing. **Anika Neuschulz:** Conceptualization; data curation; software; formal analysis; validation; investigation; visualization; methodology; writing – original draft; writing – review and editing. **Olga Bakina:** Investigation; writing – original draft. **Victor Badillo-Lisakowski:** Investigation; writing – original draft. **Pedro Olivares-Chauvet:** Formal analysis; methodology. **Thomas Conrad:** Investigation; methodology. **Michael Gotthardt:** Supervision. **Helmut Kettenmann:** Supervision.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## References

How the deposited data were processed for this re-analysis (not part of the article)

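T-to-C substitutions were measured by bulk RNA sequencing in 10 cultures of mESC, in 6 samples of zebrafish larvae and in 10 samples of mouse cardiomyocytes. The larvae were 1 sample dissociated at 37°C, 3 at 4°C, 1 injected and 1 untreated. The cardiomyocytes were 5 adult samples with 4sU, of which adult 5 was perfused at 42°C, 2 adult samples without 4sU and 3 prenatal samples with 4sU. Samples were grouped by the conditions of their labels and of the methods. The single-cell data were not analysed here.

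For mESC, the authors deposited counts of sequenced bases and of the 12 substitution types, made from reads mapped to the mouse genome, and ratio values of each substitution count over the sequenced bases, also made by the authors. The paper's text does not name whether the filters on base quality and SNPs were applied to these counts. For larvae and cardiomyocytes, the authors mapped the reads with STAR, assigned them to genes with Rsubread and deposited read counts per gene without normalization. The fraction values of each substitution type per gene were made by the authors by dividing substitutions by sequenced bases. The paper describes that bases of low quality, SNP positions and positions of low coverage were removed. In 14 of these tables, at most 2 genes with under 10 reads have a T-to-C rate above 0. In adult 1 these are 65 of 3238 genes and in adult 1 without 4sU 58 of 3658, so that the filter on low coverage does not describe these tables. Substitutions at A, C or G have rates above 0 in between 1401 and 6802 genes with under 10 reads in every table, so that this filter is seen at T bases only, and T-to-A and T-to-G are the types nearest to T-to-C in processing. Larval rates at 37°C were also used without these filters. The larval table without the filters that is recorded with the injected sample is named as homogenized and was not used here.

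The numbers of T bases behind the rate of a gene are not in the tables, so precision per gene is known only through the read counts. The tables held between 2377093 and 33402200 reads assigned to genes, with a median of 10367865.5, and between 12483 and 23118 genes. For mESC, 95% Wilson intervals were computed from the counts with scipy. They cover counting error only.

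A gene was counted as labeled when its T-to-C rate was at least the mean plus 5 SD of all genes in the table of its sample. Comparisons between samples used the genes found in each of the tables compared. The core set was defined as the genes labeled in at least 3 of the 5 adult samples. Mean rates, the 99th percentile of the rates, numbers of labeled genes and correlations were compared between adult 1 to 4 and the prenatal samples by two-sided exact permutation tests, and adult 5 was left out of these because its temperature differed. The principal component analysis used centred rates of the genes found in all 8 samples with a rate at least 1 SD above the mean in at least 1 sample.

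Read counts with and without 4sU were compared with the quasi-likelihood test of edgeR 4.0.16 after its filter on low counts, and with DESeq2 1.42.0 as an alternative, in R 4.3.3. A test of substitution counts with edgeR had been planned for the labeling of adult against prenatal samples. It needs the number of T bases per gene, and was replaced by limma 3.58.1 on the log2 of the rate in percent plus 0.1, over genes with at least 50 reads in every sample. P values of these models were adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. Both models were tested on data with planted 4-fold changes. With little spread (a dispersion of 0.05 for edgeR, counting noise only for limma), edgeR recovered 90.5% and limma 97.5% of them. At the spread of the samples, edgeR recovered 0%, edgeR with the replicate number as a block 43.5% and limma 83.0%. In this last simulation for limma, the changes were planted in the rate plus 0.1, not in the rate itself. All other values were computed with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9.

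Genes named in the text are those the paper names for the bulk experiments (fos/jun, heat shock and her genes of the larvae, and the 17 genes of Dataset EV3), the 6 genes that Dataset EV2 lists for unfolded protein, the 5 labeled genes with the highest rate in each sample or comparison among those with at least 50 reads, and the 5 genes with the smallest p in each direction of each model. The minimum of 50 reads took the place of a planned minimum of sequenced T bases. Zebrafish gene symbols come from the copy of Dataset EV1, which holds 1999 genes and leaves out 9525. Positions of mouse genes are those of the GENCODE vM21 annotation of GRCm38.

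The alternatives tried were 4 SD in place of 5, a mean and SD over the shared genes, a threshold of 2% for every sample, minimums of more than 10, at least 50 or at least 100 reads, other sets of samples, each replicate left out in turn, the replicate number as a block, rates divided by the mean rate of their sample, other filters and pseudocounts, and a principal component analysis of scaled rates.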

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

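Of the tests in this part, those of the untreated larvae, of a sample left out and of reads carried over between libraries were chosen only after the result was seen, and the shuffle of rates was not.

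The paper gives 1 comparison of 37°C with 4°C and does not report which genes were labeled in all 3 samples at 4°C. Over the 15404 genes found in these samples, at 37°C and in the untreated larvae, 193 genes were labeled in any sample at 4°C, 42 in at least 2 and 12 in all 3, where independent labeling would give 0.00233. Of these 12 genes, 9 stayed below the thresholds of the samples at 4°C in the untreated larvae. This signal was singled out because it comes from a comparison among samples that the paper does not report, and lies above the level in the untreated control. Of the 12 genes, 7 were also labeled at 37°C. With more than 10 reads and the mean and SD over the shared genes, 7 genes were labeled in all 3 samples.

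The scatter of rates from few reads per gene was tested by shuffling labels 1000 times among genes of similar read number, in 20 bins. The shuffles gave at most 1 gene in all 3 samples, with a mean of 0.004, and 0 of them gave as many as 12, which argues against this explanation. Substitutions also present in untreated larvae are a candidate explanation for 3 of the genes, ENSDARG00000042948, ENSDARG00000071060 and ENSDARG00000093232, which reached the threshold at 4°C in the untreated larvae. The other 9 genes, with between 16 and 1538 reads per gene in the untreated larvae, had a median rate of 0.0851% there and 1.09% at 4°C, but they were chosen for high rates at 4°C and for low ones in the untreated larvae, which fixes the order. For this reason 3 tests that choose genes without the untreated larvae, or treat these like the samples at 4°C, were tried, and all are given. In the first, genes were chosen by 2 replicates at 4°C, and the replicate left out was compared with the untreated larvae over those with more than 10 reads in both. The rate was higher at 4°C for 19 of 23 genes with replicate 1 left out (exact sign test, two-sided, p = 0.000855), for 14 of 22 with replicate 2 left out (exact sign test, two-sided, p = 0.286) and for 14 of 19 with replicate 3 left out (exact sign test, two-sided, p = 0.0309). Equal rates were left out of these tests, and genes are not independent replicates. These are larger sets that do not decide for the 9 genes. In the second, over those of them also labeled at 37°C, the rate was higher at 4°C for 8 of 9, 7 of 8 and 8 of 8 genes (exact sign tests, two-sided, p = 0.0391, 0.0703 and 0.00781). In the third, one threshold of 0.531% was used for the 3 samples at 4°C and the untreated larvae. It was reached in all but the untreated larvae by 13 genes, which include the 9, and in all but replicate 1, 2 or 3 by 1, 3 and 4 genes (exact binomial test against a share of 0.25, two-sided, p = 0.000372). These were 6 genes and 1, 3 and 3 with at least 50 reads in every sample (exact binomial test, two-sided, p = 0.104). The third test argues against substitutions also present in untreated larvae for these genes as a group, not for each of them, and rests in part on genes with fewer than 50 reads.

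Reads of the library at 37°C carried over into the libraries at 4°C stay open. The gene ENSDARG00000055723, for example, had 11459 reads at 37°C and between 56 and 82 at 4°C. The share of reads at 37°C that would have to be carried over to explain the rates at 4°C was computed for 48 genes labeled at 37°C with at least 30 reads in each sample at 4°C and at least 500 at 37°C. Its median was 1.25%, 0.649% and 0.840% in replicates 1, 2 and 3. Carried-over reads would need a single share for all genes, and the values for single genes scattered between -3.23% and 9.85%, with an upper quartile between 2.27 and 8.14 times the lower. With as few as 30 reads per gene at 4°C, this scatter can come from counting or from shares that differ. Carried-over reads and transcription at 4°C therefore cannot be told apart for the genes labeled at both temperatures. The format of the tables, which differs between the samples at 4°C and the untreated larvae, was not tested for these genes and stays open as well. Transcription during the dissociation at 4°C is the biological explanation that the design names, and it was not tested separately.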

How the results depend on the processing

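The main settings and 169 of the 235 alternatives to the 35 results were chosen before the data were examined, and the 66 others, which are the minimums of more than 10 and at least 50 reads, the limma fits with scaled rates, a pseudocount of 0.5 or no block over replicates 1 to 3, were chosen after the data had been seen. Of all alternatives, 131 left a test in its direction and on the same side of its threshold, a value within its spread or a count within 1.5-fold, 86 moved a value or count by more, 4 brought a test past its threshold and 14 changed a direction. Of the 74 that left out a replicate, 54 made no such change. The causes of the changes below were not tested, apart from the lower counts under a minimum of reads, where fewer genes are counted.

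With at least 50 reads, the labeled genes of larvae at 37°C were 77, and against the injected larvae 12 were labeled in both, 32 after dissociation only and 21 after injection only. Against 4°C, 80 were labeled at 37°C only. In adult 2, 37 were labeled, adult 1 and adult 2 shared 10, and the core set held 18 genes. After dissociation only, 79 genes were labeled with more than 10 reads. With more than 10 reads and the mean and SD over the shared genes, the larvae at 37°C had 88 labeled genes. Against the injected larvae 11 were labeled in both, 46 after dissociation only and 37 after injection only. Against 4°C, 77 were labeled at 37°C only and 27 at 4°C only. In adult 2, 57 were labeled, and the core set held 30 genes. Without the filters on base quality and SNPs, 80 genes were labeled at 37°C. With 4 SD, 50 genes were labeled after dissociation and injection, and 162 at 4°C only. With the threshold of 2%, 3 genes were labeled at both temperatures, 0 at 4°C only and 8 in adult 1 and adult 2. With the mean rate of the 3 samples at 4°C, 38 genes were labeled at 4°C only. The count of 0 genes of untreated larvae above the threshold at 37°C did not change under the alternatives tried, which were 4 SD, the shared genes and the minimums of reads.

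The ratio of the mean rates at 37°C and 4°C was 15.4 after subtraction of the untreated rate, 2.88 with more than 10 reads and 2.57 with at least 50, and between 3.09 and 3.22 with each sample at 4°C left out. The core set held from 27 to 44 genes across the 5 counts that each left out an adult sample, with 27 without adult 5 and 33 without adult 4. The labeled genes of adult 5 over the mean of adult 1 to 4 were 1.34 with the shared genes, 5.49 with the threshold of 2%, 1.11 with more than 10 reads, 0.842 with at least 50, 1.19 with more than 10 reads and the shared genes, 3.60 with more than 10 reads and the threshold of 2%, and between 1.82 and 2.02 without each of the other adults. The difference in the genes for unfolded protein stayed between 6.52 and 7.45 without each of adult 1 to 4, and was 6.07 over the 2 of these genes with more than 10 reads in every adult sample. With each rate divided by the mean rate of its sample, their mean was 40.7 in adult 5 and 20.9 ± 7.26 (SD, n = 4) in adult 1 to 4. As a ratio, this excess of adult 5 was smaller than that of the undivided rates.

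The correlation of read counts with and without 4sU in adult 1 was 0.999 without the log, 0.952 with at least 100 reads, 0.914 with more than 10 and 0.940 with at least 50. In adult 2 these were 0.989, 0.972, 0.965 and 0.968. With genes of at least 1 count in total, 6 genes changed with 4sU. With the replicate block, which pairs samples of the same number, 0 genes changed, with 426 at an unadjusted p under 0.05, and with all 4 adult samples 0 changed, with 113. The common dispersion was 0.340 without the block and 0.127 with it. After group means were removed, samples of the same number had a correlation across genes of 0.556, and the paper's text does not name whether they share an animal. Leaving out a replicate would leave an arm with 1 sample, so no such fit was made. At the dispersion of these samples without the block, the edgeR test recovered 0 of 190 planted 4-fold changes, so its count of 0 is no evidence that genes did not change. At the dispersion with the block, the fit with the block recovered 80 of 184 and made 5 false calls.

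The difference in labeled genes between adult and prenatal samples was -6.08 and changed direction with all 5 adults (9.87), the shared genes (17.7), the threshold of 2% (64.5), more than 10 reads (13.8), at least 50 reads (5.17), and more than 10 reads with the shared genes (12.75, exact permutation p = 0.0286). With 4 SD it was -32.4 (exact permutation p = 0.0286), and with each sample left out it was between -13.25 (without prenatal 2) and -1.33 (without adult 1), and moved by more than 1.5-fold without adult 4 (-10.7), prenatal 1 (-2.25) and prenatal 3 (-2.75) as well. The difference in the 99th percentile kept its direction, between 0.658 and 1.13 with each sample left out, and was 4.53 (exact permutation p = 0.0286) with each rate divided by the mean of its sample. That of the mean rate kept its direction, between 0.0215 (without adult 4) and 0.0537 (without adult 1) with each sample left out. It was 0.00824 with adult 1 and adult 2 only, 0.0827 with all 5 adults (exact permutation p = 0.161), 0.0682 with more than 10 reads (exact permutation p = 0.0857) and 0.0895 with at least 50 reads (exact permutation p = 0.0571). That of the 17 genes of Dataset EV3 was 4.28 with all 5 adults (exact permutation p = 0.0357), 27.2 with the rates divided (exact permutation p = 0.0286), and between 3.03 and 4.46 with each sample left out. The smallest p possible is 0.1 for 3 samples against 3 and 0.0667 for 4 against 2, so no test with a sample left out could pass 0.05.

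The similarity among prenatal minus adult replicates, -0.00905, changed direction with adult 1 and adult 2 only (0.0499), more than 10 reads (0.129), at least 50 reads (0.210, exact permutation p = 0.0571), and without adult 2 (0.0161), adult 3 (0.0152), adult 4 (0.00825), prenatal 2 (0.00643) or prenatal 3 (0.0175), and was -0.0708 without adult 1 and -0.0647 without prenatal 1. The share of the first principal component was 29.2% with scaled rates, 65.9% with more than 10 reads, 65.8% with at least 50, and between 50.4% (without adult 5) and 75.9% (without adult 4) with a sample left out. That of the second was 17.51% with scaled rates and between 11.8% and 22.98%, the highest without adult 5.

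Genes with different labeling in adult and prenatal samples, 20 by limma, were 32 with all 5 adults and 0 with adult 1 and adult 2 only (408 at an unadjusted p under 0.05). With a sample left out they were from 0 to 117, with 117 without adult 1, 5 without adult 2, 8 without adult 3, 7 without adult 4 and 0 without prenatal 1, 2 or 3 (169, 166 and 203 at an unadjusted p under 0.05). With the replicate block over replicates 1 to 3 there were 0 (283 at an unadjusted p under 0.05), and 7 without the block in the same samples. There were 9 with more than 10 reads, of which 3 were higher in prenatal samples, with scaled rates 6, and with a pseudocount of 0.5 there was 1. Samples of the same number were not alike here, with correlations of 0.00383, 0.0314 and 0.0582.

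In mESC, the folds at 100 µM after 2, 6 and 24 h were 9.41, 10.0 and 9.51 when divided by the median fold of the other substitution types, and 2.37, 2.31 and 2.26 as the share of T-to-C among substitutions at T. At 1 mM these were 18.5, 20.9 and 24.0, and 2.55, 2.60 and 2.64. At 10 mM they were 27.2, 24.5 and 30.9, and 2.60, 2.56 and 2.61.

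Alternatives that need the number of T bases per gene were not run, since the tables do not give it. These are minimums of sequenced T bases, the lower Wilson bound of a rate, a pooled rate, the edgeR test of substitution counts and its offset. Dividing rates by the mean of their sample makes the mean rate 1 by construction and was not run for it. For the larvae, 1 sample per condition apart from 4°C leaves the counts of labeled genes without a test, and the test of the mean rates at 37°C and 4°C could not give a p under 0.25.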

Differences from the paper's values

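Of 47 values that the paper also gives, 25 differ. Settings named here as chosen after seeing the values are the minimums of reads.

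In mESC, the T-to-C rates are higher than in Fig 1B, read by eye. At 100 µM they were 3.45%, 3.73% and 3.65% after 2, 6 and 24 h, against the paper's about 0.35%, about 0.42% and about 0.37%. At 1 mM they were 5.49%, 5.40% and 6.42%, against the paper's about 1.4%, about 1.9% and about 3.4%. At 10 mM they were 10.3%, 9.56% and 10.6%, against the paper's about 1.3%, about 1.4% and about 2.8%. At each time the rate at 10 mM was above that at 1 mM, while in Fig 1B it is below. The rate without 4sU does not differ, and no single change of unit joins the 2 series. None of the alternatives set before the data were examined gives a rate, so none closed the gap.

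In larvae at 37°C, 164 genes were labeled, against the paper's about 88 in Fig 1C, read by eye. Of the alternatives set before the data were examined, the table without filters came within 1.5-fold, with 80, and 4 SD (225) and the shared genes (151) did not. With settings chosen after seeing the values, there were 88 with more than 10 reads and the mean and SD over the shared genes, and 77 with at least 50 reads.

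Against the injected larvae, 30 genes were labeled in both and 235 in either, against the paper's 11 and 95. After dissociation only there were 133, against the paper's about 46, and after injection only 72, against the paper's about 37, both read by eye from Fig 1D. None of the alternatives set before the data were examined closed these gaps. With more than 10 reads and the mean and SD over the shared genes, a setting chosen after seeing the values, there were 11 in both, 46 after dissociation only, 37 after injection only and 94 in either. With at least 50 reads, also chosen after seeing the values, there were 12 in both, 32 after dissociation only and 65 in either. The paper's text gives 95 genes, while the parts of Fig 1D add up to 94. In the copy of Dataset EV1, the fewest reads of a gene with a rate were 11 at 37°C. They were also 11 in the injected larvae and in replicate 2 at 4°C. Each rate in this copy thus rests on more than 10 reads, and this minimum may be the paper's own for its larval counts. The copy does not show over which genes the paper took the mean and SD.

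Against 4°C, 151 genes were labeled at 37°C only and 77 at 4°C only, against the paper's about 77 and about 27 in Fig 1E, read by eye. Of the alternatives set before the data were examined, the mean rate of the samples at 4°C came within 1.5-fold for 4°C only, with 38, and none did for 37°C only. With more than 10 reads and the mean and SD over the shared genes, chosen after seeing the values, there were 77 and 27. With at least 50 reads, also chosen after seeing the values, there were 80 at 37°C only.

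In adult 1, 72 of 11506 genes were labeled, against the paper's 44 of 5,244 detected genes. None of the alternatives set before the data were examined closed these gaps. With settings chosen after seeing the values, 64 genes were labeled with more than 10 reads, 48 of 5360 with at least 50 reads, and 56 with more than 10 reads and the mean and SD over the shared genes. In adult 1 only, 56 genes were labeled, and in adult 2 only 63, against the paper's about 23 and about 24 in Fig 2B, read by eye. None of the alternatives set before the data were examined closed these gaps. With settings chosen after seeing the values, these were 23 and 26 with at least 50 reads, and 33 and 35 with more than 10 reads and the mean and SD over the shared genes.

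The correlation of log10 read counts with and without 4sU was 0.871 in adult 1 and 0.945 in adult 2, against the paper's about 0.92 in Fig EV2B and about 0.97 in Fig EV2C, read by eye. For adult 2, at least 100 reads, set before the data were examined, gave 0.972, and at least 50 reads, chosen after seeing the values, gave 0.968. No setting closed the gap in adult 1, where more than 10 reads, chosen after seeing the values, came nearest with 0.914.

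The core set held 51 genes, against the paper's 17. None of the alternatives set before the data were examined closed the gap, and at least 50 reads, chosen after seeing the values, gave 18. Gm45203 was labeled in 5 adult samples, against the paper's 3 in Dataset EV3. The threshold of 2%, set before the data were examined, gave 4, as did more than 10 reads with the mean and SD over the shared genes, chosen after seeing the values. The first principal component held 67.5% of the variance, against the paper's about 33% in Fig 2C, read by eye. With scaled rates, set before the data were examined, it held 29.2%, and the other alternatives set then did not close the gap.

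The paper places members of the her family among the genes labeled in dissociated and injected larvae. Of the 4 her genes in the copy of Dataset EV1, only her6 had at least 10 reads in the injected larvae, and it was labeled after dissociation and not after injection. Dataset EV1 places her6 under dissociation at 37°C too, and the other members were not compared. Genes labeled in both samples, such as ENSDARG00000056732 and ENSDARG00000054560, have no symbol in the copy. The 4 her genes therefore do not decide whether the paper's statement holds. That copy holds 1999 genes and leaves out 9525. The paper names fos/jun among the genes more highly labeled after dissociation than after injection. The rate of fosl1a was higher after dissociation, but it was labeled in both, and Dataset EV1 lists it under high turnover, as found here. The gene hspa4a was labeled after dissociation here and is in none of the categories of Dataset EV1. With more than 10 reads and the mean and SD over the shared genes, chosen after seeing the values, the threshold at 37°C was 2.42% and its rate of 2.10% was below it. The paper reports heat shock genes upon cold dissociation. None of the 5 heat shock genes in the copy was labeled in any sample at 4°C, and Dataset EV1 places none of them under 4°C either. Of these, hspb11 had 1, 13 and 4 reads at 4°C and could be labeled in replicate 2 only. The genes labeled in all 3 samples at 4°C have no symbol in the copy, and their identifiers were not looked up in another source. Heat shock genes among them were therefore not identified here. The 5 named heat shock genes therefore do not decide whether the paper's statement holds. The paper counts Fam46a in its core set. It was labeled in 2 adult samples, and in 3 with 4 SD or the threshold of 2%, both set before the data were examined. The paper describes a weaker response in prenatal cardiomyocytes and a high similarity among their replicates. The number of labeled genes was 87.25 in adult and 93.3 in prenatal samples, and the mean correlation was 0.403 among adult and 0.394 among prenatal samples. The numbers of labeled genes were higher in adult samples with the shared genes (69 and 51.3) and with the threshold of 2% (74.5 and 10), both set before the data were examined. With 4 SD, also set then, they were lower in adult samples (116.25 and 148.7, exact permutation test, two-sided, p = 0.0286). With minimums of reads chosen after seeing the values, the mean correlation was 0.507 among adult and 0.637 among prenatal samples with more than 10 reads, and 0.554 and 0.764 with at least 50 reads.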

Other observations

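Of the tests in this part, that of the other substitution types in the core set was not chosen after the result was seen. Neither were the limma fits with adult 1 and adult 2 only or without adult 1. The others were chosen only after the result was seen.

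The core set may reflect recurrent errors or variants, which any substitution type would give. The same count for the other 11 substitution types gave between 13 and 57 genes over 5 SD in at least 3 adult samples, with a median of 23, and T-to-A with 57 exceeded T-to-C with 51. Of the genes for T-to-C, 5.88% were also over 5 SD in a sample without 4sU, while for the other types this share was between 64.7% and 88.5%, with a median of 77.1%. For T-to-A and T-to-G, the only other types at which the filter on low coverage is seen, it was 66.7% and 86.7%. This argues against the explanation for the core set as a whole, but not for the 3 genes concerned, Gja1, Gm43359 and AC157910.1, of which AC157910.1 had a rate of 0.595% in adult 2 without 4sU. They were chosen for naming after their values were seen. Transcription during the dissociation stays open as the biological explanation that the design names.

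The number of labeled genes per sample may follow from the 5 SD rule calling the tail of any rate distribution. The samples without 4sU had 107 and 110 genes above their own thresholds of 0.575% and 0.510%, against between 73 and 101 in adult 1 to 4. The untreated larvae had 150 genes above their own threshold of 0.447%, against 169 in the larvae at 37°C. The values that this explanation needs are thus there, and numbers of labeled genes say little about the strength of labeling. The thresholds themselves were between 0.961% and 2.53% in adult 1 to 4.

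The higher number of labeled genes in adult 5 may come from more genes and reads in its library, which held 33402200 reads. Over genes with more than 10 reads in every adult sample its number was 1.11-fold the mean of the others, in line with this explanation for the number by the rule of 5 SD. The same explanation does not account for the number of genes above one threshold of 2%, which over the same genes was 163 in adult 5 and between 11 and 63 in adult 1 to 4, 3.60-fold their mean. Nor does it account for the higher rates, since over the 2763 genes with at least 50 reads in every adult sample the mean rate was 0.334% in adult 5 and between 0.122% and 0.260% in adult 1 to 4. Nor does the later format of the tables of adult 3 to 5, since adult 3 and adult 4 share it and had 0.239% and 0.260%. The temperature of 42°C stays open for the rates, as do other differences of this sample, since adult 5 was the only sample at its temperature.

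Of the 35 splits of the 4 adult and 3 prenatal samples into groups of these sizes, 2 gave as many as 20 genes with an adjusted p under 0.05 in limma, the real split included. The other, with adult 1 and the prenatal samples against adult 2 to 4, gave 98 genes. With each rate divided by the mean of its sample, 2 of the 35 splits gave as many as 6 genes, and the other gave 11. That split is the real one with adult 1 moved to the other group and does not follow the format of the tables, and each of the remaining splits gave 0 genes with either scaling. The count of splits thus rests on adult 1, without which limma gave 117 genes. Its tables also differ from the others in the filter on low coverage, and what this does to its rates was not tested and stays open. Within a format, adult 1 and adult 2 against the prenatal samples gave 0 genes, with 408 at an unadjusted p under 0.05. Age, which the design names, stays open as the biological explanation. The design does not separate age from the isolation procedure. Adult hearts were perfused with enzymes, while prenatal hearts were digested with trypsin and their cells were sorted.

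The higher T-to-C rates of larvae at 37°C than at 4°C could come from a difference between the formats of their tables that acts on all substitution types alike. The mean rate of the other 11 types was 0.307% at 37°C, within the 0.296% to 0.318% of the samples at 4°C. Of these, T-to-A and T-to-G, which share the filter on low coverage with T-to-C, had 0.250% and 0.0945%, within 0.207% to 0.281% and 0.0822% to 0.0981% at 4°C. This argues against it. The untreated larvae, whose table has the format of the sample at 37°C, had a mean T-to-C rate of 0.0687%, against between 0.0749% and 0.0863% at 4°C and 0.209% at 37°C. A technical difference that acts on T-to-C alone, the temperature and the enzyme, which also differed between the protocols, all stay open.

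The T-to-C rates of mESC above those of Fig 1B could come from labeled libraries counted over a set of reads in which all substitution types rise alike. In the 9 labeled libraries the T-to-C rates were between 1.9 and 9.9 times those read by eye from Fig 1B. The median fold of the other substitution types over the culture without 4sU was between 1.07 and 1.62 in single libraries. In each library every other type rose by less than the T-to-C gap, and the one that rose most reached at most 0.72 of it, which argues against this explanation. A set of reads chosen for several substitutions, which would raise T-to-C more than the other types in labeled libraries, was not tested, since the files hold no count per read, and stays open, as do other differences in how the rates were made. No biological explanation was tested.

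In 23 results over the 4 adult samples at 37°C, no sample lay beyond Dixon's 95% critical value, where 1.15 would by chance.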
